# RNA biomarkers for alcohol use disorder

**DOI:** 10.3389/fnmol.2022.1032362

**Published:** 2022-11-04

**Authors:** Laura B. Ferguson, R. Dayne Mayfield, Robert O. Messing

**Keywords:** biomarker, microarray, transcriptome, alcohol dependence, alcoholism, RNA seq

## Abstract

Alcohol use disorder (AUD) is highly prevalent and one of the leading causes of disability in the US and around the world. There are some molecular biomarkers of heavy alcohol use and liver damage which can suggest AUD, but these are lacking in sensitivity and specificity. AUD treatment involves psychosocial interventions and medications for managing alcohol withdrawal, assisting in abstinence and reduced drinking (naltrexone, acamprosate, disulfiram, and some off-label medications), and treating comorbid psychiatric conditions (e.g., depression and anxiety). It has been suggested that various patient groups within the heterogeneous AUD population would respond more favorably to specific treatment approaches. For example, there is some evidence that so-called reward-drinkers respond better to naltrexone than acamprosate. However, there are currently no objective molecular markers to separate patients into optimal treatment groups or any markers of treatment response. Objective molecular biomarkers could aid in AUD diagnosis and patient stratification, which could personalize treatment and improve outcomes through more targeted interventions. Biomarkers of treatment response could also improve AUD management and treatment development. Systems biology considers complex diseases and emergent behaviors as the outcome of interactions and crosstalk between biomolecular networks. A systems approach that uses transcriptomic (or other -omic data, e.g., methylome, proteome, metabolome) can capture genetic and environmental factors associated with AUD and potentially provide sensitive, specific, and objective biomarkers to guide patient stratification, prognosis of treatment response or relapse, and predict optimal treatments. This Review describes and highlights state-of-the-art research on employing transcriptomic data and artificial intelligence (AI) methods to serve as molecular biomarkers with the goal of improving the clinical management of AUD. Considerations about future directions are also discussed.

## Introduction

Alcohol use disorder (AUD) is highly prevalent and one of the leading causes of disability in the United States, second only to ischemic heart disease (World Health Organization [WHO], 2020). AUD is classified in the Fifth Edition of the Diagnostic and Statistical Manual of Mental Disorders as a syndrome of two or more of eleven behavioral symptoms with severity based on the number of symptoms present (American Psychiatric Association [APA], 2013): (1) Missing work or school, (2) Drinking in hazardous situations, (3) Drinking despite social or personal problems, (4) Craving for alcohol, (5) Buildup of tolerance, (6) Withdrawals when trying to quit, (7) Drinking more than intended, (8) Trying to quit without success, (9) Increased alcohol-seeking behavior, (10) Interference with important activities, (11) Continued use despite health problems. While there are some molecular biomarkers of heavy alcohol use and alcohol-related liver damage that can suggest AUD, e.g., γ-Glutamyl transferase (GGT), aspartate amino-transferase (AST), alanine amino-transferase (ALT), mean corpuscular volume (MCV), and carbohydrate-deficient transferrin (CDT) (Jastrzebska et al., 2016), these are lacking in diagnostic accuracy (Gough et al., 2015). Therefore, improved diagnostic biomarkers are needed. Currently, AUD treatment involves psychosocial interventions and medications for managing alcohol withdrawal, treating comorbid psychiatric conditions (e.g., depression and anxiety), and reducing drinking (naltrexone, acamprosate, disulfiram, and some off-label medications) (Winslow et al., 2016; Kranzler and Soyka, 2018; Ray et al., 2019; Witkiewitz et al., 2019; Mason and Heyser, 2021). It has been suggested that various patient groups within the heterogeneous AUD population could respond more favorably to specific treatment approaches (Mann et al., 2018). There have been attempts to behaviorally identify reward drinkers and relief drinkers for this purpose (Mann et al., 2018). However, there are currently no biomarkers to stratify patients into optimal treatment groups or to monitor and predict treatment response (refer to Table 1 for biomarker definitions). Additionally, the available pharmaceutical treatments for AUD are only moderately effective, and not effective for all patients (Winslow et al., 2016). To facilitate the drug development process, the ability to objectively monitor clinically relevant changes non-invasively are needed.

**TABLE 1:** Types of biomarkers.

1. Susceptibility/risk biomarker	Indicates the potential for developing a disease or medical condition in an individual who does not currently have clinically apparent disease or the medical condition.
2. Diagnostic biomarker	Detect or confirm presence of a disease or condition of interest or to identify individuals with a subtype of the disease.
3. Monitoring biomarker	Measured repeatedly for assessing status of a disease or medical condition or for evidence of exposure to (or effect of) a medical product or an environmental agent.
4. Prognostic biomarker	Identify likelihood of a clinical event, disease recurrence or progression in patients who have the disease or medical condition of interest.
5. Predictive biomarker	Identify individuals who are more likely than similar individuals without the biomarker to experience a favorable or unfavorable effect from exposure to a medical product or an environmental agent.
6. Response biomarker	Used to show that a biological response, potentially beneficial or harmful, has occurred in an individual who has been exposed to a medical product or an environmental agent (includes pharmacodynamic biomarkers and surrogate endpoint biomarkers).
7. Safety biomarker	Measured before or after an exposure to a medical product or an environmental agent to indicate the likelihood, presence, or extent of toxicity as an adverse effect.

Biomarker development and personalized medicine approaches have been identified as top priorities to expedite translational research in AUD (Litten et al., 2015; Heilig et al., 2016; Ray et al., 2021). To standardize the definitions and concepts governing the use of biomarkers in research and clinical practice, the FDA-NIH Biomarker Working Group (2016) created the Biomarkers, EndpointS, and other Tools (BEST) glossary which defines a biomarker as a defined characteristic that is measured as an indicator of normal biological processes, pathogenic processes, or responses to an exposure or intervention, including therapeutic interventions. There are seven categories of biomarkers (Table 1). Biomarkers can be derived from molecular, histologic, imaging (CT, PET, MRI, MEG), or physiologic characteristics (e.g., EEG). Molecular markers can include nucleic acids-based biomarkers such as gene mutations or polymorphisms, methylation status, and quantitative gene expression analysis (RNA), peptides, proteins, lipids, metabolites, and other small molecules.

Alcohol use disorder is a complex disorder with both genetic and environmental factors that contribute in roughly equal proportions (e.g., Verhulst et al., 2015). Research efforts to identify the genetic variations associated with AUD, including many large genome-wide association studies (GWAS), have revealed that: (1) AUD is highly polygenic (with hundreds of variants across the genome), (2) the effect sizes of individual genetic variants are small, (3) many of the AUD-related variants are in non-coding areas of the genome, and (4) there is a large gap in understanding how genetic variation shapes AUD phenotypes (Clarke et al., 2017; Walters et al., 2018; Deak et al., 2019; Kranzler et al., 2019; Barr et al., 2020; Gupta et al., 2020; Sanchez-Roige et al., 2020; Zhou et al., 2020; Biernacka et al., 2021). For these reasons, it is increasingly recognized that intermediate phenotypes (e.g., transcriptomics, epigenomics, proteomics, and metabolomics) are important to bridge this gap as they can incorporate both genetic and environmental information (Figure 1; Mayfield and Harris, 2009; Liu et al., 2014; Lin et al., 2016; Zhang and Gelernter, 2017).

**FIGURE 1:**
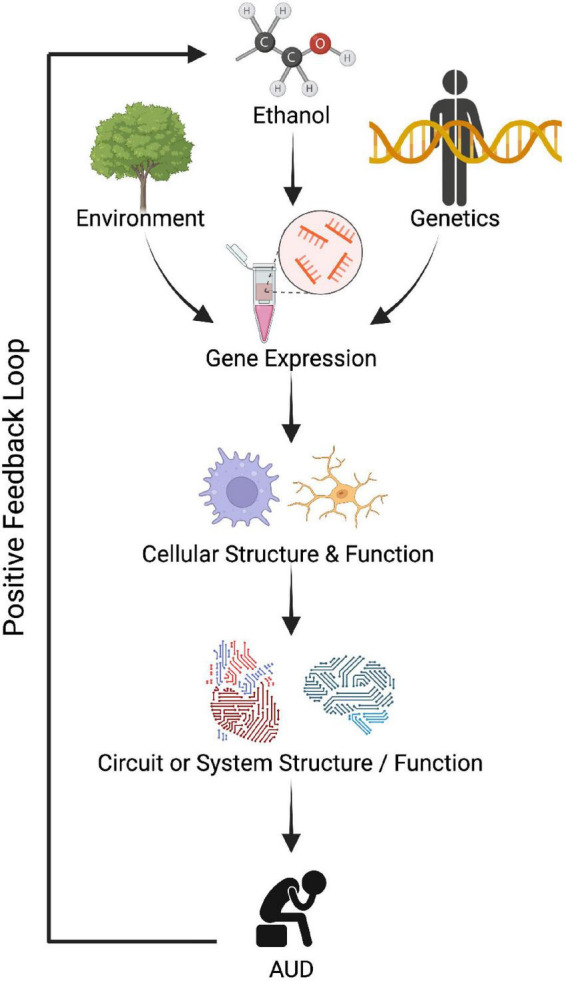
Dysregulated gene expression could lead to improper cellular function, circuit function, and eventually contribute to abnormal behavior observed in alcohol use disorder (AUD). Created with BioRender.com.

Technological advancements in next generation RNA sequencing and other omics technologies have positioned these intermediary molecules to be especially useful biomarkers for complex diseases like AUD. In addition to incorporating both genetic and environmental information, the detection methods are accurate, relatively easy to carry out and interpret, and inexpensive (compared to other modalities, e.g., functional magnetic resonance imaging). Furthermore, these technologies involve the measurement of many molecules simultaneously permitting systems-level molecular approaches and facilitating the selection of biomarker panels. While analyzing single targets is appealing for simplicity, expecting a single molecule to capture the state of a complex disorder like AUD is unrealistic. Instead, systems approaches are required for analysis of complex disease states resulting from network perturbations (Cho et al., 2012), and biomarker panels have been shown to outperform single biomarkers for diagnosing brain diseases, e.g., depression (Cuomo-Haymour et al., 2022b) and multiple sclerosis (Cuomo-Haymour et al., 2022a), and cancer (Muinao et al., 2019). There are several commercially available transcriptomic-based assays for cancer, such as Oncotype DX (Genomic Health), Mammaprint (Agendia), and Prosigna (Veracyte), that use panels of mRNAs to assess the prognosis and possible requirement of chemotherapy treatment in breast cancer patients (Duffy et al., 2016; Narrandes and Xu, 2018). One important lesson learned from these transcriptomics-based assays for cancer is that it usually requires a panel of biomarkers, a biomarker signature, to accurately predict prospective outcomes and achieve clinically actionable results (Cardoso et al., 2016; Schaafsma et al., 2021).

While systems approaches that employ transcriptomics are in clinical use for precision medicine in cancer (Narrandes and Xu, 2018), success has lagged for psychiatric and behavioral disorders given funding limitations and poor access to brain tissue, which is the primary dysfunctional organ in AUD and other mental illnesses (Kranzler et al., 2017). However, blood and saliva are easily obtained, routinely sampled in clinical practice through minimally invasive means, posing little harm to the patient. Importantly, blood- and saliva-derived biomarkers show promise for guiding the diagnosis, prognosis, or treatment for behavioral disorders and psychiatric illnesses (e.g., Munkholm et al., 2015; Hicks et al., 2018; Hess et al., 2020; Le-Niculescu et al., 2021; Wagh et al., 2021; see Supplementary Table 1 for more references). These examples demonstrate that molecular data in peripheral tissues can be clinically useful as biomarkers for psychiatric and behavioral disorders.

As -omics-based technologies have emerged, more studies have employed them to explore alcohol’s effects in peripheral tissues. The goal of this Review is to synthesize the literature on transcriptome-based biomarkers for AUD from accessible tissues. Challenges and future directions for RNA biomarkers are also discussed. The discussion of other omics-based intermediary phenotypes in peripheral tissues for use in AUD management is outside the scope of this Review, but interested readers are referred to articles regarding DNA methylation markers (Zhang H. et al., 2013; Zhang R. et al., 2013; Hagerty et al., 2016; Clark et al., 2018, 2022; Liu et al., 2018; Philibert et al., 2018; Wilson et al., 2019; Xu et al., 2019; Dugue et al., 2021; Liang et al., 2021; Miller et al., 2021), proteomic markers (Freeman et al., 2010, 2011; Waszkiewicz et al., 2014; Lai et al., 2015; Liangpunsakul et al., 2015; Batista et al., 2019; Niu et al., 2022) or metabolomic markers (Mittal and Dabur, 2015; Hinton et al., 2017; Mostafa et al., 2017; Karkkainen et al., 2020; Liu et al., 2022; Nahar et al., 2022).

## Methods

For this Review, the PubMed database was searched for relevant literature using a Boolean search strategy (inception through 2 July 2022): (microarray OR RNA seq OR transcriptome) AND (plasma OR blood OR serum OR saliva OR urine) AND (alcohol dependence OR alcohol abuse OR alcohol use disorder) NOT cancer NOT liver.

The articles were evaluated for the following inclusion characteristics: related to alcohol use disorder (studies on liver disease and carcinoma were excluded), genome-wide study (i.e., multiple biomarkers evaluated in a hypothesis-free fashion), some metric of biomarker performance (e.g., accuracy or area under the receiver operating characteristic curve), English language, full text availability. The references from the articles were also considered for inclusion in the Review. The included manuscripts were reviewed by the author to provide an overview of the current knowledge regarding transcriptome-based biomarkers in AUD.

## Results

Before detailing the results of the literature search, it is necessary to provide some definitions and background on the transcriptome and how biomarker performance is evaluated.

### Evaluating biomarker performance

Some background is provided here to give the reader a basic understanding of classifiers [a type of machine learning (ML)] and the evaluation of classifier performance. A classification problem can be approached using supervised and unsupervised methods. In contrast to unsupervised clustering, supervised classifiers learn a function from training data that consist of pairs of input objects (e.g., gene expression signatures of one or more genes) and desired outputs (e.g., AUD or non-AUD). The function learned will depend on the specific ML model the user selects. Some examples are Random Forest, Neural Network, Logistic Regression, Naïve Bayes, Support Vector Machines (SVMs), and others. Each has its own set of assumptions and tradeoffs in terms of model complexity, how interpretable the model is, and computational costs for training the model. An overview of the available classification techniques is beyond the scope of this Review but interested readers can refer to Libbrecht and Noble (2015), Kuhn (2018), and Starmer (2022).

Although a description of the available ML methods is outside the scope of this Review, we will briefly describe three popular classification methods that are used in two of the RNA biomarker studies discussed below (Rosato et al., 2019; Ferguson et al., 2022): Random Forest (RF), Logistic Regression (LR), and Partial Least Squares Discriminant Analysis (PLSDA). RF models combine the output of multiple decision trees to reach a single result. LR is like linear regression except that it fits a curve instead of a line to the data and predicts a discrete variable (class membership, e.g., AUD or non-AUD) instead of a continuous variable (e.g., lifetime ethanol consumption). As with linear regression, the coefficients are a measure of feature importance in LR. PLSDA is a “supervised” version of Principal Component Analysis (PCA) in that it reduces the dimensionality of the dataset with respect to class labels. The goal is to maximize the covariance between a linear combination of the genes and the class label. Each of these three techniques provide a measure of feature importance, so they can be used as classifiers with built-in feature selection. They can also be used as feature selectors to select the most important features to be fed into different classification algorithms [as done in a study discussed in Section “Artificial intelligence” below (Hahn et al., 2022)].

These classification techniques are a good starting place with transcriptomic datasets because they produce relatively interpretable models and include measures of feature importance which could offer biological insights into AUD based on the most differentiating features between the classes being distinguished. However, these are only three of many techniques, and it is difficult to determine what techniques will produce the highest performing models for a given dataset, *a priori*. It is advisable to try as many different methods as possible beginning with the simplest. This is because complex models do not necessarily outperform simpler models (for example, neural networks will not necessarily distinguish classes better than a RF), and there is a tradeoff between model complexity and interpretability/computational expense. The simpler the model the less computational load required to train the model and the more interpretable the final model will be.

There are several different metrics used to estimate the performance of a biomarker or panel of biomarkers in classifying samples as one class or another (e.g., AUD versus non-AUD, likely to benefit from a treatment versus not likely to benefit). Some of the most common are accuracy, sensitivity, specificity, and area under receiver operating characteristic curve (AUC). Once a classification model is constructed, its performance can be evaluated on an unseen data set (it is important that the data used to test the model’s performance was not involved in building the model). Given a test set and a classifier, each decision will be one of the following: (1) true positive (a positive example classified as positive), (2) false negative (a positive example misclassified as negative), (3) true negative (a negative example classified as negative), (4) false positive (a negative example misclassified as positive). A contingency table can be constructed from this information as a 2 × 2 matrix where the columns are the known true classes and the rows are the predicted classes. Several common metrics can be calculated from this table: Accuracy (the fraction of predictions the model assigned correctly): $\frac{T\,P+T\,N}{T\,P+T\,N+F\,P+F\,N}$, sensitivity or True Positive Rate (the proportion of positives correctly identified): $\frac{T\,P}{T\,P+F\,N}$, specificity or True Negative Rate (the proportion of negatives correctly identified): $\frac{T\,N}{T\,N+F\,P}$, and the False Positive Rate: $1-\frac{T\,N}{T\,N+F\,P}$. A ROC curve plots the True Positive Rate on the Y axis and the False Positive Rate on the X axis so that it provides a two-dimensional depiction of classifier performance as it depicts relative tradeoffs between the benefits (true positives) and costs (false positives) of a classifier under different classification thresholds (Linden, 2006). To summarize the two-dimensional graph into a single metric, the area under the curve (AUC) can be calculated. The higher the AUC, the better the classifier performed. AUC of 0.5 is random, 1.0 is perfect, and 0.7–0.8 is generally considered high performance (Crow et al., 2019).

### Transcriptome background

The transcriptome is the complete set of RNA transcripts produced by a genome which includes both protein-coding messenger RNAs (mRNAs) and non-coding RNAs (ncRNAs). The mRNA transcripts reflect which genes are actively expressed. mRNA levels can be compared between two conditions to identify differentially expressed genes (DEGs) pertaining to a biological state of interest (e.g., AUD versus non-AUD controls). The non-coding RNAs include both housekeeping RNAs (snRNA, tRNA, rRNA, snoRNA) and regulatory RNAs [microRNA (miRNA), small interfering RNA (siRNA), Piwi interacting RNAs (piRNA), long non-coding RNA (lncRNA), and circular RNA (circRNA)]. The transcriptome is affected by both genetic variation and environmental conditions (Figure 1). Microarray and next generation RNA sequencing (RNA seq) technologies have made it possible to measure the levels of all RNA molecules genome-wide and simultaneously, providing an exceptional opportunity for systems-level approaches.

Transcriptome studies in the alcohol research field have revealed that alcohol use affects the expression patterns of hundreds of mRNAs and ncRNAs in the brain tissue of humans and animal models, e.g., see reviews and primary research articles (Contet, 2012; Nunez and Mayfield, 2012; Mayfield, 2017; Warden and Mayfield, 2017; Ferguson et al., 2019; Brenner et al., 2020; Drake et al., 2020). In addition to brain tissue, some studies have explored alcohol’s effects in peripheral tissues including blood and saliva (Beech et al., 2012, 2014; Hicks et al., 2012; Kupfer et al., 2013; McClintick et al., 2014, 2019; Ignacio et al., 2015; Barr et al., 2016; Sureshchandra et al., 2016, 2019; Ten Berg et al., 2018; Rosato et al., 2019; Lewis et al., 2021; Liu et al., 2021; Mead et al., 2021; Ferguson et al., 2022; Gong et al., 2022). These studies will be detailed in the following sections.

### Literature search results overview

The search resulted in 17 manuscripts that have employed transcriptome-based methods to identify biomarkers for AUD or alcohol exposure (Figure 2). All 17 studies were designed to identify diagnostic biomarkers as the populations compared were AUD versus non-AUD, ethanol drinkers versus non-drinkers, or similar. It was evident that many of the studies assessed the effects of alcohol on the transcriptome in peripheral tissue without providing a metric of biomarker performance. Of the seventeen studies, only five included a measure of biomarker performance (Table 2). Of these five studies, four were in humans and one in mouse. Two used serum (one of these used serum exosomes), two used saliva, and one used whole blood. Three measured microRNAs, one circRNAs, and one mRNA. Overall, the ability of the peripheral transcriptional signatures to distinguish between AUD and non-AUD (or a similar alcohol-related phenotype, depending on the study) was good (AUC > 0.7) (Table 2).

**TABLE 2:** Alcohol transcriptome biomarker studies.

References	Species	Sample	RNA type	Population	Biomarker type	Biomarker performance			Repository accession
Liu et al., 2021	Human	Serum exosomes	Circular RNA	^●^ 6 AUD subjects. ^●^ 6 Healthy Controls. ^●^ 5 males, 1 female per group.	Diagnostic	AUC = 0.874 For circ_0004771. No model for circRNA combinations			NA
Ten Berg et al., 2018	Human	Serum	microRNA	^●^ 16 healthy participants (5 F, 11 M) before and after recreational ethanol consumption at a social event.	Diagnostic	AUC > 0.8: miR-375, miR-6879-3p and miR-4739 0.7 < AUC < 0.8: 148 other microRNAs species No model for miRNA combinations			NA
Rosato et al., 2019	Human	Saliva	microRNA	^●^ 60 AUD patients (28 AA: 16 F, 12 M, 32 EA: 16 F, 16 M). ^●^ 60 Control Subjects (28 AA: 16 F, 12 M, 32 EA: 16 F, 16 M).	Diagnostic	RF 80/20 train/test split	AA	EA	NA
						Top 10 miRNAs	73%	75.4%	
						Top 5 miRNAs	79%	72.2%	
						Top 3 miRNAs	76.4%	64.6%	
Mead et al., 2021	Human	Saliva	microRNA	^●^ 22 Alcohol abusers. ^●^ 15 non-abusing controls.	Diagnostic	AUC = 0.767 38 microRNA panel			NA
Ferguson et al., 2022	Mouse (C57BL/6J)	Whole blood	mRNA	^●^ 20 Chronic intermittent ethanol + 2BC voluntary EtOH test. ^●^ 20 Air-exposed + 2BC voluntary EtOH test. ^●^ 10 males and 10 females per group.	Diagnostic		F	M	GEO: GSE176122
						LR	0.901 (84.2%)	0.759 (66.7%)	
						RF	0.792 (77.8%)	0.582 (61.1%)	
						PLSDA	0.808 (78.9%)	0.805 (77.8%)	
						Values are AUC (accuracy)			

F, females; M, males; LR, logistic regression; PLSDA, partial least squares discriminant analysis; RF, random forest.

**FIGURE 2:**
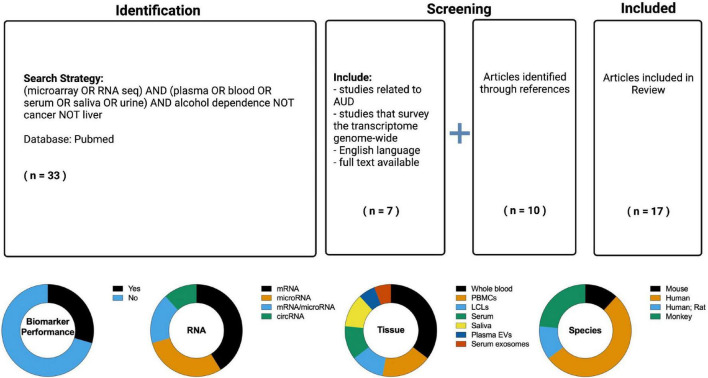
(Top) PubMed was searched (inception through 2 July 2022) for relevant literature using a Boolean search strategy. The articles were evaluated for the following inclusion characteristics: English language, full text availability, related to alcohol use disorder (the search results contained many studies related to liver diseases and carcinomas which were excluded), non-targeted study with multiple biomarkers evaluated, some metric of biomarker utility (e.g., accuracy, area under the receiver operating characteristic curve). References from articles in the search were also considered for inclusion in the Review. The resulting information from these searches was reviewed to provide an overview of the current knowledge regarding RNA based biomarkers in alcohol use disorder (AUD). (Bottom) Overview of the RNA biomarker studies identified in the literature search. The seventeen studies identified were classified by the following attributes: performance metric, RNA type, tissue sampled, and species.

Twelve studies did not measure biomarker performance. Although these studies did not meet the inclusion criteria, they provide a basis for RNA biomarkers for AUD and so are tabulated separately (Table 3). Five were in humans, two included human and rat subjects, one was in mice, and four were in monkeys. Five studies assayed whole blood, two B cell-derived lymphoblastoid cell lines (LCLs), three PBMCs, one serum, and one plasma extracellular vesicles. Two studies measured microRNAs, three measured both microRNAs and mRNAs, one circRNA, and six measured mRNAs.

**TABLE 3:** Alcohol transcriptome studies in peripheral tissues (without biomarker performance evaluation).

References	Species	Sample	RNA type	Population	Repository accession
Gong et al., 2022	Mouse (C57BL/6J)	Whole blood	circRNA	^●^ 3 Chronic intermittent ethanol + 2BC voluntary EtOH test. ^●^ 3 Air-exposed + 2BC voluntary EtOH test. ^●^ All adult males.	SRA: PRJNA666616
Kupfer et al., 2013	Human	Whole blood	mRNA	^●^ 6 male subjects. Time course following OJ/vodka drink: baseline = BAC1, 0.04% = BAC2, 0.08% = BAC3, 0.04% = BAC4, and 0.02% = BAC5. ^●^ 5 male subjects. Time course following OJ (controls): T1 prior to drinking OJ, T2 at 90 min; T3 at 2 h, 49 min; T4 at 5 h, 8 min; and T5 at 7 h, 8 min.	GEO: GSE20489
Beech et al., 2012	Human	Whole blood	mRNA	^●^ 10 Abstinent alcohol dependent subjects (60% male, 50% Caucasian). ^●^ 13 heavy drinkers (77% male, 85% Caucasian). ^●^ 17 moderate drinkers (76% male, 82% Caucasian).	NA
Beech et al., 2014	Human	Whole blood	mRNA	^●^ 11 heavy drinkers (73% male, 91% Caucasian). ^●^ 11 moderate drinkers (73% male, 73% Caucasian). ^●^ Non-smoking, social drinking subjects. ^●^ Time course following exposure to three types of personalized imagery: neutral, stressful (but not alcohol-related), and alcohol-related cues (baseline, immediately after, and 1 h after stimulus presentation).	GEO: GSE59206
Hicks et al., 2012	Human; Rat (Long Evans)	Whole blood	mRNA	**Human** ^●^ 50 AUD subjects (18 F, 32 M). ^●^ 15 non-drinking control subjects (9 F, 6 M). **Rat** ^●^ 10 rats (5 M, 5F) on liquid ethanol diet for three consecutive days each week, followed by 4 days of ad lib solid rat chow pellets. ^●^ 10 pair-fed control rats (5M, 5F).	NA
McClintick et al., 2014	Human	LCLs	mRNA	^●^ 21 AUD (8 F, 12 M). ^●^ 21 drinking controls (9 F, 11 M). ^●^ Subjects from the Collaborative Study on the Genetics of Alcoholism (COGA). ^●^ 48 h exposure to 75 mM ethanol.	GEO: GSE52553
McClintick et al., 2019	Human	LCLs	mRNA	^●^ Same as McClintick et al. (2014) except 20 per group (two samples removed for technical reasons).	GEO: GSE126329
Barr et al., 2016	Rhesus macaque	PBMCs	mRNA and microRNA	^●^ 4 male heavy drinkers. ^●^ 4 male moderate drinkers. ^●^ 4 male controls. ^●^ 12 months of open access (22 h/day) to 4% EtOH in water solution. ^●^ Day 7 following vaccination with MVA.	mRNA: SRA: SRP064253 microRNA: SRA: SRP064540
Sureshchandra et al., 2016	Rhesus macaque	PBMCs	mRNA and microRNA	^●^ 5 female heavy drinkers. ^●^ 3 female controls. ^●^ 12 months of open access (22 h/day) to 4% EtOH in water solution.	SRA: SRP064925
Sureshchandra et al., 2019	Rhesus macaque	PBMCs	mRNA and microRNA	^●^ 4 male heavy drinkers. ^●^ 8 male moderate drinkers. ^●^ 3 male controls. ^●^ 12 months of open access (22 h/day) to 4% EtOH in water solution. ^●^ Also applied LPS to PBMCs (*ex vivo*).	SRA: PRJNA523863
Lewis et al., 2022	Rhesus macaque	Plasma extracellular vesicles	microRNA	^●^ 25 heavy drinkers. ^●^ 33 moderate drinkers. ^●^ 22 controls. ^●^ 12 months of open access (22 h/day) to 4% EtOH in water solution. ^●^ 17 females and 71 males across eight cohorts.	SRA: PRJNA769716
Ignacio et al., 2015	Human; Rat (Long Evans)	Serum	microRNA	**Human** ^●^ 20 AUD (10 F, 10 M). ^●^ 10 non-drinking controls (5 F, 5 M). **Rat** Daily drinking ^●^ 11 rats (6 male, 5 female) on liquid ethanol diet for 3 weeks. ^●^ 11 (6 male, 5 female) pair-fed (PF) controls. Intermittent access ^●^ 8 rats (4 male, 4 female) on intermittent liquid ethanol diet for 3 days each week, followed by 4 days of solid rat chow. ^●^ 8 (4 male, 4 female) PF controls.	GEO: GSE71579

### mRNA

Ten studies measured mRNA levels in peripheral tissues (Beech et al., 2012, 2014; Hicks et al., 2012; Kupfer et al., 2013; McClintick et al., 2014, 2019; Barr et al., 2016; Sureshchandra et al., 2016, 2019; Ferguson et al., 2022). Only one of these studies included a measure of biomarker performance (Ferguson et al., 2022). 

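For the study of Ferguson and colleagues, male and female mice first had 2-h sessions with a choice between water and 15% ethanol on 5 days per week for 4 weeks. The CIE group was then injected with 1.75 g/kg ethanol and 68.1 mg/kg pyrazole, an inhibitor of alcohol dehydrogenase, and kept in ethanol vapor for 4 days, with 16 h of vapor and 8 h without it. The Air group was given pyrazole alone and kept in chambers with air. After 72 h of rest and 5 days of drinking sessions the exposure was repeated, for 4 cycles in all and a final exposure of 4 days, and tissue was taken 7 days later. Total RNA came from whole blood and from micropunches of the amygdala, hypothalamus and prefrontal cortex of the same mice. ERCC spike-in RNA was added, and globin mRNA was depleted from the blood samples. The libraries were made by TagSeq, which sequences only the 3′ end of each mRNA, so that a read stands for a transcript and gene length does not enter the counts. The study design names 10 mice per sex and treatment. The deposited libraries come from 37 mice, with 8 CIE and 10 Air males in all tissues and 10 CIE females in all tissues. Air females number 9 in blood and prefrontal cortex and 8 in amygdala and hypothalamus, which gives 146 libraries. The authors deposited the reads counted on each gene for each library, without normalization, and a table of voom values (log2 CPM, where CPM are counts scaled to a common library size) for each tissue and sex. The aligner, the counting program and the genome build are not given in the sources used here. Of the 55385 gene identifiers, 54487 match the GENCODE M21 annotation of GRCm38 exactly and 657 match it without the version number. Reads counted on genes ranged from 683566 to 1685240 per blood library, with a median of 1105270 in Air females, 1055849 in CIE females, 1307460.5 in Air males and 1320756.5 in CIE males. The brain libraries were deeper, from 1523633 to 4013664 reads in amygdala, from 1623310 to 3367561 in hypothalamus and from 1117393 to 3861281 in prefrontal cortex. CIE was compared with Air on the counts by the quasi-likelihood test of edgeR, with TMM normalization and the filterByExpr filter on low counts, in each tissue and sex on its own. When 200 genes were changed by a factor of 2 in simulated counts with the sample sizes and depths of each comparison, this test recovered 85.0% of them in female blood and 84.5% in male blood. In the brain regions it recovered between 91.5% and 95.5%.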

In that study, the authors conducted a multi-tissue analysis of brain (hypothalamus, prefrontal cortex, and amygdala) and blood gene expression after chronic intermittent ethanol exposure (CIE) in C57BL/6J mice (Ferguson et al., 2022). The ability of blood expression patterns to predict the treatment status of the mice (ethanol exposed or air exposed control) was assessed using three different ML classification techniques (LR with elastic net regularization, RF, and PLSDA). These were highly accurate (maximum AUC: 90.1%), suggesting that gene expression profiles from peripheral blood samples contain a biological signature of chronic ethanol exposure that can discriminate between CIE and Air subjects. Additionally, the within-subjects design enabled the comparison of blood and brain transcript levels in total and in responses to CIE. 

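LR, RF and PLSDA were each trained on the blood libraries of all mice of a sex but 1 and scored on the mouse left out. The features were the log2 CPM of the genes that passed a filter blind to treatment, 5720 in females and 7624 in males. LR used an elastic net with alpha 0.5, RF grew 1000 trees and PLSDA took 2 components. In females, LR reached an AUC of 0.889 (DeLong standard error 0.075, n = 19 mice) and assigned 16 of the 19 mice correctly, an accuracy of 84.2% with a 95% Wilson interval from 62.4% to 94.5%. PLSDA also assigned 16 mice correctly, with an AUC of 0.789 (standard error 0.117). RF assigned 14 mice correctly, or 73.7%, with an AUC of 0.778 (standard error 0.124). In males, LR reached an AUC of 0.75 (standard error 0.129, n = 18 mice) and assigned 14 of the 18 mice correctly, an accuracy of 77.8% with an interval from 54.8% to 91.0%. PLSDA assigned 11 males correctly, or 61.1%, with an AUC of 0.675 (standard error 0.139). RF assigned 10 males correctly, or 55.6%, with an AUC of 0.475 (standard error 0.152). The intervals of the 3 techniques overlapped within each sex. The setting that moved an AUC most was a choice of the 100 genes of smallest p over all mice, the one left out included, which raised RF in males to 0.875. With the features limited to the genes higher in blood than in brain, a choice made after the data were seen, LR, RF and PLSDA gave AUCs of 0.944, 0.811 and 0.844 in females and 0.5, 0.7 and 0.863 in males. From such classifiers the paper proposes that blood holds a signature of chronic ethanol exposure that separates CIE from Air mice.

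**Figure D1:**
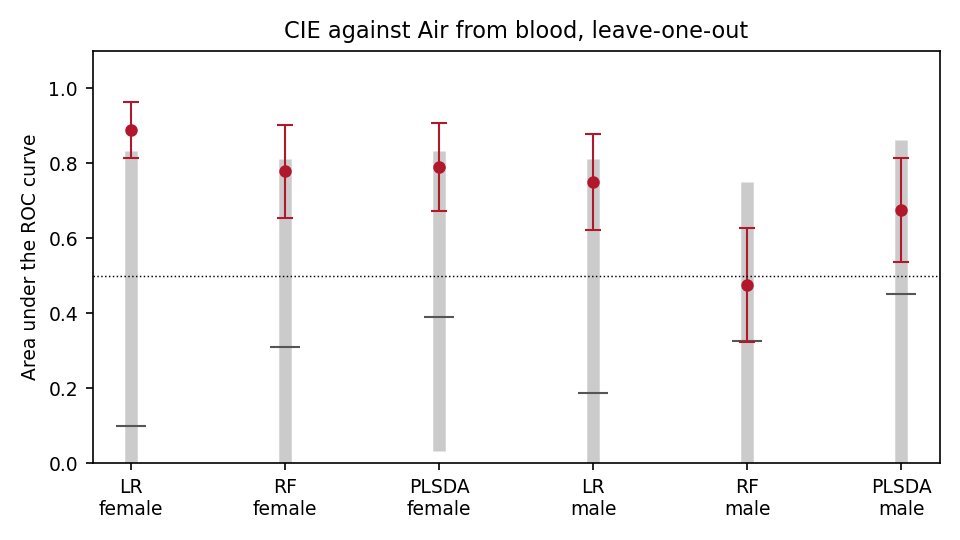
AUC of LR, RF and PLSDA for CIE against Air from blood transcript levels, by sex. Red points show the AUC with its DeLong standard error, grey bars the range and grey ticks the median over 99 random assignments of the same mice, and the dotted line an AUC of 0.5. The AUC of LR in females, 0.889, lies above the grey bar, which ends at 0.833.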

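Transcript levels in the blood and in each brain region of the same mouse were compared by Spearman's rho across genes, which are not independent replicates. Levels were log2 CPM, and the genes were those that passed the filter on low counts in blood or in the region, between 13013 and 13762 of them. In Air females, rho averaged 0.427 ± 0.0282 (SD, n = 8 mice) with amygdala, 0.450 ± 0.0248 (n = 8) with hypothalamus and 0.422 ± 0.0275 (n = 9) with prefrontal cortex. In CIE females (n = 10), the averages were 0.464 ± 0.0521, 0.490 ± 0.0400 and 0.458 ± 0.0515 in the same order. In Air males (n = 10), they were 0.603 ± 0.0476, 0.603 ± 0.0476 and 0.595 ± 0.0437. In CIE males (n = 8), they were 0.633 ± 0.0724, 0.628 ± 0.0699 and 0.620 ± 0.0727. CIE and Air were compared in 6 pairs of sex and region by a two-sided exact permutation test over mice. The lowest p was 0.0204 in female hypothalamus, where CIE exceeded Air by 0.0406, and it rose to 0.123 after adjustment over the 6 tests. The other 5 p values from the exact test lay between 0.0796 and 0.390. Over all genes with at least 1 count, the setting that moved rho most upward, the averages over both treatments rose to 0.789 in females and 0.849 in males for amygdala. Blood libraries also held transcripts of neuron marker genes. The level of 7 neuron marker genes in blood, as a percent of their level in the brain of the same mice, had a median of 7.17% in females and 15.8% in males. Across mice, rho with prefrontal cortex rose with this percent in females (Pearson's r = 0.777, permutation p = 8e-05, Spearman's rho = 0.772, permutation p = 0.00019, n = 19) and in males (r = 0.910, permutation p = 1e-05, which is the smallest the resamples can give, Spearman's rho = 0.870, permutation p = 2e-05, n = 18). Without the 2 mice farthest from the median percent, r was 0.605 in females and 0.841 in males. After subtraction of the brain level times this percent from blood, a step added after the data were seen, rho with amygdala averaged 0.209 in females and 0.262 in males.

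**Figure D2:**
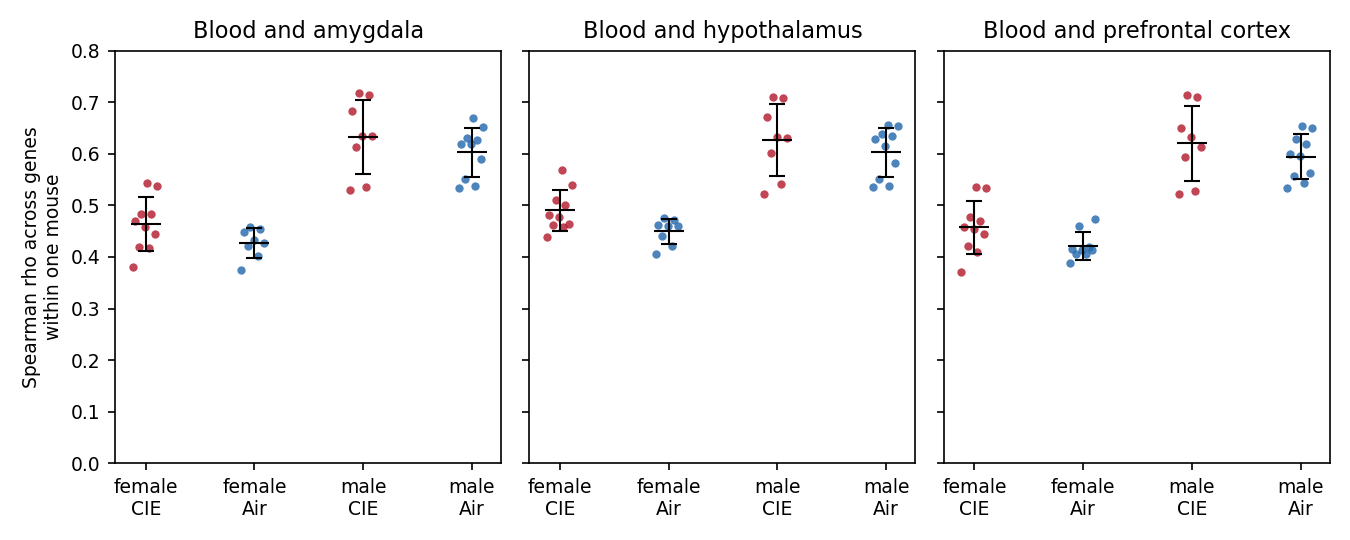
Spearman's rho across genes between blood and brain transcript levels. Each point is a mouse, grouped by brain region, sex and treatment, and bars give the mean and SD. Group means run from 0.422 in Air females to 0.633 in CIE males.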

Regardless of treatment status (air or ethanol), there was a high degree of preservation between blood and brain transcript levels [rho range: (0.50, 0.67)]. There was small overlap between DEGs after CIE, and considerable overlap of gene networks perturbed after CIE related to cell-cell signaling (e.g., GABA and glutamate receptor signaling, Endocannabinoid signaling), immune responses (e.g., Role of JAK1, JAK2, and TYK2 in Interferon Signaling, B Cell Receptor Signaling, NFKB Signaling), and protein processing/mitochondrial functioning (e.g., Protein Ubiquitination Pathway, Oxidative Phosphorylation, EIF2 Signaling). This direct blood and brain comparison suggests that some ethanol-responses in the transcriptome are shared between blood and brain.

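At a Benjamini-Hochberg adjusted p under 0.05 from edgeR, CIE and Air differed in 2 of 7849 genes in female blood and in 1 of 9584 genes in male blood. Apol11a (ENSMUSG00000091650.2, chromosome 15 of GRCm38 from 77508271 to 77518051), an apolipoprotein L gene, rose in female blood to 163.7 ± 78.7 CPM (SD, n = 10) with CIE from 33.8 ± 14.5 with Air (n = 9). Its log2 fold change was 2.33 (standard error 0.33, edgeR adjusted p = 0.00168), 9 of 10 CIE females lay above the Air median, and limma on the deposited voom values gave an adjusted p of 0.0510. Gzma (ENSMUSG00000023132.8, chromosome 13 from 113093825 to 113100981), which encodes granzyme A, a protease of cytotoxic lymphocytes, fell in female blood to 28.6 ± 7.24 CPM from 66.0 ± 16.2. Its log2 fold change was -1.17 (standard error 0.17, edgeR adjusted p = 0.00168), and 10 of 10 CIE females lay below the Air median. Plet1 (ENSMUSG00000032068.14, chromosome 9 from 50494525 to 50505482) fell in male blood to 10.4 ± 5.79 CPM (n = 8) from 60.7 ± 35.4 (n = 10). Its log2 fold change was -2.52 (standard error 0.32, edgeR adjusted p = 0.000504), and 8 of 8 CIE males lay below the Air median. With each mouse left out in turn, the log2 fold changes of these 3 genes stayed between 2.19 and 2.49, between -1.25 and -1.10 and between -2.67 and -2.26, and each gene remained past the threshold. In brain, 2 genes passed in female hypothalamus, Ccl5 (log2 fold change 2.64) and B2m (0.67, named after its values were seen), and 1 in male prefrontal cortex, Hcrt (1.46). Hcrt (ENSMUSG00000045471.4, chromosome 11 from 100761069 to 100762931), which encodes the neuropeptide hypocretin, had 23.3 ± 5.55 CPM with CIE and 8.51 ± 2.77 with Air (edgeR adjusted p = 0.00101), beside a mean of 565.6 in male hypothalamus. Ccl5 (ENSMUSG00000035042.2, chromosome 11 from 83525778 to 83530518) and B2m (ENSMUSG00000060802.8, chromosome 2 from 122147686 to 122153083) shared an edgeR adjusted p of 0.0298 and were higher than the Air median in 10 of 10 CIE females, but with 1 mouse left out B2m stayed past the threshold in only 3 of 18 fits, and Ccl5 in 3 of the 10 fits in which it passed the filter. No gene passed in the other 4 comparisons by edgeR, where 543 genes in female amygdala, 516 in female prefrontal cortex, 1166 in male amygdala and 991 in male hypothalamus had an unadjusted p under 0.05. There DESeq2 called 0, 2, 93 and 83 genes and limma on the voom values 0 in each. Looser thresholds aside, the largest change from another setting came without a filter on low counts, with 116 genes in male hypothalamus. Of the 87 genes that DESeq2 called higher in CIE male amygdala, 83.9% were higher in each of 4 CIE mice, whose brain libraries held liver transcripts, than in any other male. No gene was called by edgeR in both blood and a brain region of the same sex, at an adjusted p under 0.05 or under 0.1.

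**Figure D3:**
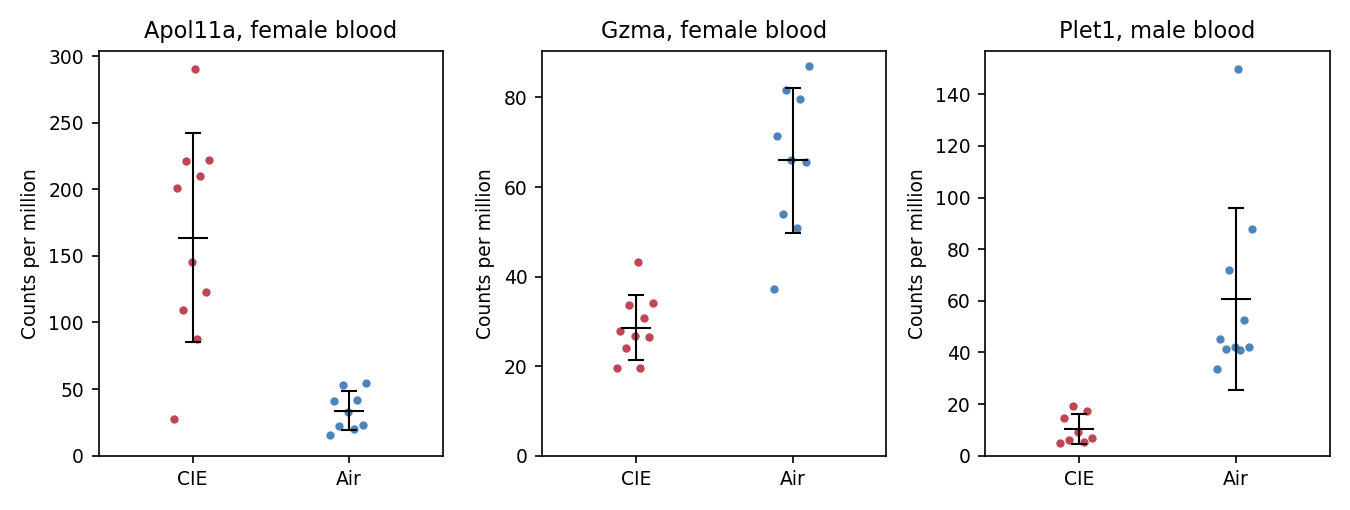
CPM of Apol11a and Gzma in female blood and of Plet1 in male blood. Points are mice, and bars give the mean and SD of CIE and Air. The highest Air male in Plet1 has 149.6 CPM, and the other Air males lie between 33.5 and 87.9.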

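Gene lists for the 9 pathways the paper names were written from general knowledge, since the lists of the pathway software are not in the sources used here. They were tested with limma's camera, which compares the genes of a list with all others, at an inter-gene correlation of 0.01, and p was adjusted over the 72 tests. In females 9 of 36 tests passed an adjusted p of 0.05, 5 of them in blood, and in males 7 of 36 passed, 2 of them in blood. The Oxidative Phosphorylation list rose with CIE in female blood (median log2 fold change 0.17, 61 of 70 genes higher, camera adjusted p = 0.000135), amygdala (0.03, 57 of 82 genes, 0.0306) and prefrontal cortex (0.05, 67 of 82 genes, 0.00114). It also rose in male prefrontal cortex (0.07, 73 of 85 genes, 1.57e-09), but in male blood 39 of 76 genes were higher (camera adjusted p = 0.803). The EIF2 Signaling list rose in male hypothalamus (0.05, 65 of 101 genes, camera adjusted p = 0.00415) and prefrontal cortex (0.05, 75 of 100 genes, 0.00557). In female blood its median log2 fold change was -0.03 and its mean 0.01, with a camera adjusted p of 0.981. The Protein Ubiquitination Pathway list passed in no tissue of either sex, with the lowest camera adjusted p, 0.0734, in male prefrontal cortex. Counting a list as shared when it passed in the same direction in blood and a brain region of the same sex, Oxidative Phosphorylation was shared with 2 regions in females, and no list was shared in males. With the correlation estimated for each list, and with the rotation test fry, 1 of the 16 calls held, the Interferon list in female amygdala, and no list was shared. With the level of the neuron list in blood as a covariate, added after the data were seen and adjusted over the blood tests alone, Oxidative Phosphorylation no longer passed in female blood (adjusted p 0.218), and EIF2 Signaling passed in male blood (0.0330), in the direction it took in male hypothalamus and prefrontal cortex. With the neuron-list percent of each mouse instead, both passed (1.02e-05 and 0.0230).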

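The log2 fold changes of CIE against Air were compared between blood and each brain region by Spearman's rho across the genes tested in both, 7114 to 7181 genes in females and 8921 to 8924 in males. In females, rho was -0.0436 with amygdala, 0.0600 with hypothalamus and 0.110 with prefrontal cortex. In males, it was 0.0575, 0.0157 and 0.0109 in the same order. The share of genes that changed in the same direction lay between 48.2% and 54.6%. Among the genes with an unadjusted p under 0.05 in blood, the setting that moved rho most, it rose to 0.242 with female prefrontal cortex. Whether the response to CIE differed between blood and brain was also tested directly, as the tissue-by-CIE term of an edgeR fit to both tissues. In females 2 genes passed an adjusted p of 0.05 with amygdala, led by Mthfd2, whose response was lower in brain than in blood by a log2 difference of -2.08 (standard error 0.38, edgeR adjusted p = 0.0299). In males 7 genes passed with amygdala, 2 with hypothalamus and 2 with prefrontal cortex. Hp, Apoc1 and H2-Q10 were among them, each higher in brain, and Hp had a log2 difference of 5.69 with amygdala (edgeR adjusted p = 0.0158). Hp and Apoc1 belong to a list of liver genes that was high in the brain libraries of 4 of the 8 CIE males. Whether H2-Q10 follows the same 4 males is not given here, so its difference cannot be credited to CIE. No gene passed in female hypothalamus or prefrontal cortex by edgeR, where 1616 and 1295 genes had an unadjusted p under 0.05. With the mouse as a replicate block in the same edgeR fit, the counts were 1 in female and 3 in male amygdala, 5 in male hypothalamus and 1 in male prefrontal cortex, where H2-Q10 no longer passed. limma's duplicateCorrelation with the mouse as block gave 0 genes in all 6 comparisons. From the direct comparison of blood and brain the paper proposes that part of the transcriptional response to ethanol is common to both.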

Another study linked peripheral blood mRNA levels with alcohol’s effects in brain (Hicks et al., 2012). This study took a targeted approach by analyzing genes related to p53 signaling, cell proliferation, apoptosis, and DNA repair in blood samples from a binge drinking rat model and human AUD and control subjects (Hicks et al., 2012). These specific genes were selected based on the group’s prior microarray study demonstrating that alcohol alters genes in these pathways when applied to cultured mouse NS-5 neural stem cells (NSCs) (Hicks et al., 2010; Hicks and Miller, 2011). Because blood leukocytes and NSCs are both highly proliferative cell populations, they hypothesized that similar expression changes would be observed following ethanol exposure. Blood gene expression for genes in these pathways were assessed after chronic ethanol in rats and in AUD subjects (Hicks et al., 2012). The rat binge drinking model showed significant expression changes in 190 out of the 350 genes assayed, and 40 of these were also differentially expressed in the mouse NSC study following ethanol exposure. The authors evaluated 34 of these genes in human AUD and control subjects and found that 7 of these genes (*HUS1, TP35, MYC, MUTYH, CDK4, ERCC1, MCM5*) were decreased in expression in human AUD blood compared with control. Blood expression levels of two genes (*ERCC1* and *MCM5*) showed a highly significant correlation with AUD-induced decreases in the volume of the left parietal supramarginal gyrus and various neuropsychological measures. This study is not hypothesis-free and does not include an evaluation of the biomarker utility (ability to discriminate between AUD and non-AUD individuals). However, it demonstrated an ethanol-related gene expression signature in human AUD blood and correlated blood gene expression levels with alcohol effects in the CNS.

Immune response is a prominent theme in peripheral mRNA transcriptomes after alcohol exposure, which is consistent with what is seen in brain (Mayfield et al., 2013; Crews et al., 2017; Erickson et al., 2019). In addition to the immune-related gene networks that were found to be similarly perturbed in the blood and brain of mice after chronic ethanol exposure as noted above (Ferguson et al., 2022), other peripheral transcriptome datasets highlight a similar finding in human blood. 

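In the mice of Ferguson and colleagues, 3 immune lists were tested in blood and in each brain region with camera, by sex. The camera p values rest on the preset inter-gene correlation. With the correlation estimated, and with fry, no list passed in blood of either sex. In brain only the Interferon list in female amygdala then passed. The mice were also assigned to groups 100 times, the true assignment included. As many lists as observed passed in 62 of these for male blood and 8 for female blood. In brain this number ran from 14 in female amygdala to 51 in male amygdala. The B Cell Receptor Signaling list fell in CIE female blood, where 9 of 51 genes were higher (median log2 fold change -0.21, camera adjusted p = 9.22e-05), and the NFKB Signaling list fell there too (-0.18, 8 of 37 genes higher, 0.0270). With the neuron-list percent of each mouse as a covariate, added after the data were seen, the camera adjusted p was 0.00130 for the B cell receptor list (9 of 51 genes higher) and 0.0629 for the NFKB list (8 of 37), and with the level of the neuron list in blood instead it was 0.786 and 0.671. Neither list passed in male blood (camera adjusted p = 0.611 and 0.0599) or in any brain region. The Interferon Signaling list, built around Jak1, Jak2 and Tyk2, fell in CIE male blood, with 4 of 31 genes higher (median -0.18, camera adjusted p = 6.40e-05). In female blood 11 of 32 genes of this list were higher (median -0.10, camera adjusted p = 0.395). In brain the Interferon list rose in female amygdala (median 0.10, 15 of 20 genes higher, camera adjusted p = 0.000710), male amygdala (0.10, 18 of 25 genes, 0.0266), female hypothalamus (0.06, 20 of 24 genes, 0.0189) and male hypothalamus (0.15, 21 of 28 genes, 0.0189). In prefrontal cortex it passed in neither sex (camera adjusted p = 0.813 in females and 0.825 in males). The difference between the response of this list in male amygdala and in male blood was 0.33 on the log2 scale (two-sided exact permutation test over mice, p = 0.0261, 0.0784 after adjustment over 6 tests). For male hypothalamus it was 0.34 (exact permutation p = 0.0238, 0.0784 after adjustment). Jak1 (ENSMUSG00000028530.14, chromosome 4 of GRCm38 from 101152367 to 101265282) had 408.3 ± 66.2 CPM in female blood (SD, n = 19) and 370.1 ± 45.5 in male blood (n = 18). Jak2 (ENSMUSG00000024789.13, chromosome 19 from 29251828 to 29313080) had 104.7 ± 21.0 in females and 105.0 ± 14.6 in males. Tyk2 (ENSMUSG00000032175.11, chromosome 9 from 21104068 to 21131243) had 25.3 ± 13.1 in females and 22.1 ± 8.20 in males. Their log2 fold changes with CIE were -0.02, 0.10 and -0.23 in female blood (edgeR adjusted p = 0.955, 0.708 and 0.495) and -0.06, -0.02 and -0.19 in male blood, each within 1.5 standard errors of 0. The sign for Jak1 in females turned to 0.0042 under RLE normalization.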

Beech et al. (2012) compared whole blood gene expression in abstinent alcohol dependent subjects (AUD), heavy drinkers, and moderate drinkers. 436 genes were differentially expressed among the three groups of subjects (FDR < 5%). 291 genes differed between AUD and moderate drinkers, 240 differed between AUD and heavy drinkers, but only 6 differed between heavy and moderate drinkers. Pathway analysis identified a common set of changes involving genes related to regulation of immune response by cytokines, T-cell receptors, and the JAK-STAT signaling pathway. These results suggest the transition from heavy alcohol use to dependence is accompanied by changes in the expression of genes involved in regulation of the immune response in whole blood.

To determine the relevance of these changes to stress and alcohol seeking behavior, Beech et al. (2014) performed a time course analysis of whole blood gene expression patterns in moderate and heavy drinkers after the presentation of neutral, stressful (but not alcohol-related), and alcohol-related cues. Gene expression was measured at three time points: baseline, immediately after, and 1 h after stimulus presentation. An “alcohol taste test” followed stimulus presentation in each condition. Subjects were allowed to drink up to 750 cc of beer and the amount of beer consumed was recorded. A repeated measures ANOVA revealed that 79 genes were changed by >1.3-fold in the heavy drinking group 1 h following exposure to the stress stimulus (FDR < 5%). No genes were identified as changed in either group immediately after cue presentation or following exposure to neutral or alcohol-related imagery. Pathway analysis suggested that many of these genes were related to translation and cell cycle regulation, and three of these genes (*RPL9, RPS3A*, and *RPS17*) form part of the transactivation responsive (TAR)-RNA-binding protein (TRBP)-associated complex and are positively regulated by miR-10a and miR-21. Expression of both miR-10a and miR-21 was measured by qPCR and found to be upregulated following the stress cue in heavy drinking (but not the moderate drinking) subjects. Expression levels of both microRNAs were correlated with amount of beer consumed in heavy drinking (but not moderate drinking) subjects (miR-10a, *R*^2^ = 0.59, miR-21, *R*^2^ = 0.57). Together these data that gene expression changes can be detected in response to psychological stress within an hour after cue presentation. Furthermore, expression of miR-10a, miR-21, and several of their target genes is regulated by psychological stress in heavy drinking subjects and correlated with stress-induced drinking in a laboratory setting.

Immune-related genes were also affected in blood after acute ethanol exposure. Kupfer et al. (2013) performed a time course analysis of acute ethanol on blood gene expression in healthy subjects as part of the civil aviation safety program to define the adverse effects of ethanol on flying performance. Subjects drank an orange juice and vodka mixture calculated to achieve a blood alcohol concentration of 0.08% wt/vol. Blood gene expression was profiled using microarrays at five time points: baseline, BAC = 0.04%, BAC = 0.08%, BAC = 0.04% during recovery, and BAC = 0.02%. Between 63 and 452 genes were differentially expressed between at least two time points depending on which method was used to identify DEGs. To cluster probe sets by temporal expression pattern, K-means clustering was performed on the 203 genes of interest (chosen based on arbitrary significance cutoff limits). All but four of the 203 genes fell into one of seven clusters. The genes in each cluster were enriched with genes related to similar biological processes, including hematological and immune functions (especially innate immunity), central metabolism, protein synthesis and modification, NF-κB signaling, inflammation, p38, MAPK, and small molecule metabolism. In addition to supporting immune effects of alcohol in the periphery, this study established that gene expression changes related to imbibed ethanol could be detected in blood within 90 min after ethanol intake.

McClintick and colleagues studied the effects of 24-h (McClintick et al., 2014) or 48-h (McClintick et al., 2019) exposure to 75 mM ethanol in LCLs from AUD and control subjects who were carefully diagnosed as part of the Collaborative Study on the Genetics of Alcoholism (COGA) Begleiter et al. (1995). LCLs are human cell lines derived from B-cells infected *in vitro* with the Epstein–Barr virus (EBV), a process that makes them immortalized. The group posited that LCLs are a useful model to study the effects of ethanol under controlled conditions and evaluate preexisting differences between those with and without AUD because (1) neuroimmune genes and pathways have been associated with AUD/ethanol in the brain, (2) many of the genes expressed in brain are also expressed in LCLs, and (3) LCLs are accessible. These studies showed that many genes were affected by ethanol exposure in LCLs. This included an immune response seen strongly after 24 h of exposure, that decreased in intensity after 48 h of exposure, potentially due to a reversal of interferon signaling. The genes that were increased in LCLs after ethanol exposure were enriched with genes related to pro-inflammatory pathways (e.g., IL6, dendritic cell maturation, TNF, and NFκB). The genes that were decreased in LCLs after ethanol exposure were enriched with genes related to the anti-inflammatory IL10 pathway. There was limited power to detect differences between untreated LCLs from AUD and controls. Combining the data between the two studies on unexposed cells identified 465 genes (nominal *p* < 0.05) with differences ≥1.2-fold. Three of these were identified as either genome-wide or nominally significant by GWAS and were affected by ethanol with a direction opposite those for AUD versus controls: *MREG* (melanoregulin), *CASZ1* (castor zinc finger 1), and *ST3GAL1* (ST3 beta-galactoside alpha-2,3-sialyltransferase 1). Sixty-seven pathways were enriched in the genes that differed at baseline between AUD and control LCLs. One of the most significantly enriched pathways was cholesterol biosynthesis (lower expression of *CYP51A1, HMGCR*, and *IDI1* in AUD LCLs relative to controls). Ingenuity Pathway Analysis software was used to predict what transcriptional regulators (e.g., transcription factors, microRNAs, kinases) are likely to produce the observed gene expression differences between AUD and control LCLs. This “upstream analysis” predicted higher activity of TLRs, LPS, TNF, interleukins, interferons, and TP53 [consistent with Hicks et al. (2012)].

Three studies have performed a transcriptome analysis using peripheral blood mononuclear cells (PBMCs) from rhesus macaque monkeys after chronic voluntary ethanol intake (Barr et al., 2016; Sureshchandra et al., 2016, 2019). Although these studies did not test the ability of these transcriptional changes to serve as distinguishing biomarkers (likely because of the low sample sizes), PCA clearly distinguished the transcriptional profiles of ethanol naïve and ethanol-consuming animals, with less separation between moderate and heavy ethanol consumers than between ethanol consumers and controls (Sureshchandra et al., 2016, 2019). This suggests that ethanol consumption is a main driver of PBMC gene expression variability and that the PBMC transcriptome would be useful in distinguishing ethanol-consuming and ethanol-naïve monkeys.

Consistent with the PCA results, there is a significant overlap between gene expression changes induced by moderate and heavy chronic alcohol drinking in macaques which is what was observed for human moderate and heavy drinkers as well (Beech et al., 2012). Transcriptional changes with heavy alcohol consumption were enriched with genes involved in cell-cell signaling, wound healing, coagulation, and immune system processes (Barr et al., 2016; Sureshchandra et al., 2019). Blood coagulation, immune signaling and wound healing pathways were exclusively detected with chronic heavy drinking (and not with moderate alcohol) (Sureshchandra et al., 2019). Barr et al. (2016), found that chronic heavy alcohol consumption increased the expression of genes associated with cancer and reduced the expression of immune genes involved in response to infection and wound healing, while chronic moderate alcohol consumption had the opposite effect (reduced the expression of genes involved in cancer and increased the expression of genes involved in immune response). This mirrors observations that AUD increases susceptibility to some viral and bacterial infections, whereas moderate alcohol consumption decreases the incidence of colds and improves immune responses to some pathogens (Messaoudi et al., 2013). Collectively, these findings indicate that the effects of ethanol on peripheral immune transcriptional signaling could be dose dependent, although there is strong overlap between the transcriptional signatures of moderate and heavy alcohol consumption in both monkeys (Barr et al., 2016; Sureshchandra et al., 2019) and humans (Beech et al., 2012).

Alcohol’s effects on immune signaling in blood is consistent with the fact that most mRNA in whole blood is from PBMCs, and PBMCs are responsible for initiating immune responses. One question is whether the differences in expression of immune signaling genes is caused by differences in immune cell numbers, differences in immune cell activity, or a combination of the two. Effects of alcohol on circulating immune cell counts have been inconsistent. The relative abundance of neutrophils was found to increase significantly in the blood of mice following CIE (Frank et al., 2020), but no changes in frequencies of circulating white blood cells were found between the ethanol consuming and control monkeys with chronic ethanol intake despite robust changes in gene expression, suggesting that alcohol is regulating the gene expression within immune cells in non-human primates (Sureshchandra et al., 2016, 2019). Another drug of abuse, amphetamine, decreased lymphocytes and increased monocytes in Sprague–Dawley rats, but it is unlikely that the change in cell frequencies explain the much greater fold changes observed in the mRNAs (e.g., almost a 6-fold increase for *Cd14*) (Bowyer et al., 2015).

In addition to immune signaling pathways, alcohol affected genes belonging to other major biological categories in peripheral tissues consistently across studies. Other broad categories include cell growth and death, translation, mitochondrial dysfunction/stress responses, and cell-cell signaling (among others). The cell signaling category contained pathways that are most well-studied in the central nervous system (CNS), e.g., GABA and glutamate signaling. Blood cells express ∼80% of genes that are expressed in brain including receptors and enzymes that are required for processing the main excitatory and inhibitory neurotransmitters of the CNS (glutamate and GABA, respectively), and other neurotransmitter and neuropeptide systems (Gladkevich et al., 2004; Liew et al., 2006; Sedaghati et al., 2010; Tylee et al., 2013; Bhandage et al., 2015; Luykx et al., 2016; Shao et al., 2021). 

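For the mice of Ferguson and colleagues, lists of genes of GABA receptor, glutamate receptor and endocannabinoid signaling were compared between CIE and Air with camera. The camera p values rest on the preset inter-gene correlation. With the correlation estimated, and with fry, no pathway list passed in blood of either sex. As many lists as observed passed in 62 of 100 assignments of the mice for male blood and 8 for female blood. In female blood 23 of 26 genes of the GABA receptor list were higher with CIE (median log2 fold change 0.35, camera adjusted p = 9.22e-05), as were 22 of 25 genes of the glutamate receptor list (0.40, 9.22e-05). In male blood the glutamate receptor list rose by a median of 0.13 (32 of 36 genes, camera adjusted p = 0.00415), and 21 of 35 genes of the GABA receptor list were higher (0.05, 0.239). The endocannabinoid list passed an adjusted p of 0.05 in neither sex, with 20 of 34 genes higher in female blood (median 0.15, camera adjusted p = 0.454). In the brain regions the GABA and glutamate receptor lists passed nowhere, with camera adjusted p from 0.119 to 0.998. In blood, 7 of 7 genes of the neuron list, which stand for brain transcripts in general, were also higher with CIE, by a median of 0.52 in females and 0.19 in males. With the neuron-list percent of each mouse as a covariate, added after the data were seen, the camera adjusted p was 0.000178 for the GABA list and 0.0239 for the glutamate list in females, and 0.340 for the glutamate list in males. This covariate left the neuron list itself higher by 0.34 in CIE females. With the mean log2 level of the neuron list as the covariate instead, chosen after that result, the camera adjusted p was 0.218 for the GABA list and 0.0999 for the glutamate list in females, and the median of the latter turned to -0.13.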

In fact, cell-cell signaling was one of the most highly affected biological categories by alcohol in some studies (Kupfer et al., 2013; Sureshchandra et al., 2016; Ferguson et al., 2022). Genes in the cell-cell signaling category included various glutamatergic signaling genes (e.g., Grm5, Homer1), GABA signaling genes (e.g., Gabbr1, Gabra2, Gabrb1, Slc6a1), potassium channels (e.g., Kcnq2, Kcnn4), calcium channels (Cacna1a, Cacna1b), amongst others. 

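In the mice of Ferguson and colleagues, genes of these systems were counted in blood and brain, and 12 of the 13 genes named for signaling, with Jak1, Jak2 and Tyk2 included, could be tested in female blood, where Cacna1b was below the filter on low counts, and 13 in male blood. Of the glutamatergic genes, Grm5 (ENSMUSG00000049583.15, chromosome 7 of GRCm38 from 87584168 to 88134907) encodes a metabotropic receptor and Homer1 (ENSMUSG00000007617.18, chromosome 13 from 93299635 to 93405129) a scaffold protein. Their blood levels were 23.9 ± 9.69 and 19.1 ± 7.06 CPM in females (SD, n = 19) and 51.4 ± 15.7 and 27.9 ± 10.3 in males (n = 18). Of the GABA genes, blood held Gabbr1 (ENSMUSG00000024462.17, chromosome 17 from 37045966 to 37075067), Gabra2 (ENSMUSG00000000560.9, chromosome 5 from 70957597 to 71095849) and Gabrb1 (ENSMUSG00000029212.11, chromosome 5 from 71658113 to 72149037). Their levels were 49.9 ± 15.8, 8.91 ± 4.15 and 21.9 ± 9.91 CPM in females, and 99.6 ± 22.3, 19.9 ± 4.87 and 55.6 ± 17.7 in males. The potassium channel gene Kcnn4 (ENSMUSG00000054342.8, chromosome 7 from 24370263 to 24386690) was at 31.3 ± 7.63 CPM in females and 26.9 ± 6.01 in males. The calcium channels were Cacna1a (ENSMUSG00000034656.18, chromosome 8 from 84388440 to 84640246), at 16.2 ± 7.26 and 29.5 ± 8.09, and Cacna1b (ENSMUSG00000004113.18, chromosome 2 from 24603887 to 24763152), at 5.97 ± 3.09 and 12.4 ± 5.09. In female blood the log2 fold change with CIE was 0.70 for Cacna1a (standard error 0.21, edgeR adjusted p = 0.257 over all genes), 0.62 for Gabra2 (0.30, 0.370), 0.58 for Gabrb1 (0.18, 0.276) and 0.55 for Grm5 (0.23, 0.321). Kcnn4 changed by 0.43, Gabbr1 by 0.39 and Homer1 by 0.26. No gene of the list passed over all genes tested in any tissue of either sex by edgeR. Adjusted over the list alone, Grm5, Gabbr1, Gabrb1, Kcnn4 and Cacna1a passed in female blood, and none passed in male blood, where the lowest p adjusted over the list alone was 0.340. The paper names the 10 genes from studies that include these samples, so the adjustment over the list alone is not independent evidence. Grm5 no longer passed over the list alone with limma on the voom values. In male blood the log2 fold changes of the genes given here ran from -0.11 for Kcnn4 to 0.49 for Homer1.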

Further study is required to determine whether alcohol affects these neurotransmitter systems in the periphery in the same way as in the CNS and whether the peripheral state of these “neurotransmitter systems” is reflective of their state in brain tissues. The studies discussed in this Review demonstrate that components of these neurotransmitter systems are detected in peripheral blood and are responsive to ethanol consumption. These findings support the use of systems level approaches that incorporate information derived from peripheral tissues into AUD research and in neuroscience more broadly.

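In the blood libraries of Ferguson and colleagues, reads of all 10 genes named above were present in each of the 19 females and 18 males. Their level in blood was set beside the mean level in the 3 brain regions. Kcnn4 was higher in blood, at 3695% of the brain level in females and 3171% in males. The other 9 genes had a median of 7.64% of the brain level in female blood, with a range from 5.92% to 13.3%, and of 15.6% in male blood, from 13.5% to 19.4%. The neuron marker genes Snap25, Syt1, Rbfox3, Nefl, Stmn2, Eno2 and Syp stood at like percentages in the same libraries. The blood library lowest in these markers still held 4.04% of their brain level, so that no blood library was free of them. Their source cannot be read from this percentage.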

### Non-coding RNAs

Increasing evidence suggests that non-coding RNAs (ncRNAs) play a role in psychiatric disorders including AUD (Mayfield, 2017). The effects of alcohol on ncRNAs have been explored in both brain (Bohnsack et al., 2019; Drake et al., 2020) and peripheral tissues (Ignacio et al., 2015; Momen-Heravi et al., 2015; Barr et al., 2016; Sureshchandra et al., 2016, 2019; Ten Berg et al., 2018; Rosato et al., 2019; Liu et al., 2021; Mead et al., 2021; Gong et al., 2022; Lewis et al., 2022). The studies identified in the literature search analyzed two types of ncRNAs in peripheral tissues: microRNAs and circRNAs. There is a paucity of information on other regulatory ncRNAs such as lncRNAs and piRNAs in peripheral tissues, so these represent unexplored areas of research for future study.

#### microRNAs

Eight studies measured microRNA levels in peripheral tissues (Ignacio et al., 2015; Barr et al., 2016; Sureshchandra et al., 2016, 2019; Ten Berg et al., 2018; Rosato et al., 2019; Mead et al., 2021; Lewis et al., 2022; Tables 2, 3). MicroRNAs are short RNAs (about 20–24 nucleotides long) that regulate mRNA expression at the post-transcriptional level by repressing the translation or cleaving the transcript (Lagos-Quintana et al., 2001; Bartel, 2004). MicroRNAs are attractive AUD biomarker candidates for several reasons: (1) they can be actively or passively excreted into fluids including saliva, tears, CSF, and blood (usually circulating in extracellular vesicles such as exosomes), (2) they can retain organ specificity (for certain microRNA species), (3) miRNAs in exosomes have been shown to cross the BBB and facilitate peripheral-central crosstalk, (4) they are relatively stable in blood, saliva, and urine (reviewed in Mitchell et al., 2008; Cortez et al., 2011; Hayes et al., 2014; Schwarzenbach et al., 2014; Glinge et al., 2017; van den Berg et al., 2020).

Three studies assessed the diagnostic discrimination of peripheral microRNA profiles for recreational alcohol drinking (Ten Berg et al., 2018), AUD (Rosato et al., 2019), and alcohol abuse (Mead et al., 2021; Table 2). The first study demonstrated that circulating microRNAs are dynamic and highly predictive of drinking even a modest amount of alcohol (Ten Berg et al., 2018). This study determined the effect of attending a social event and consuming alcohol on circulating microRNAs in 16 healthy adults by applying small RNA sequencing to serum samples collected up to 48 h before and 3–5 h after recreational exposure to alcohol. The median ethanol concentration was 89 mg/dL, which is only slightly above the alcohol limit for driving (80 mg/dL). Around a fifth of the microRNAs detected in human serum (265/1370 microRNAs) increased by more than 2-fold after attending a social event with recreational alcohol ingestion. There was only 1 microRNA (miR-185-5p) that was decreased following alcohol exposure (FDR < 5%, fold decrease 2 or more). By contrast, conventional hematology and biochemistry parameters (ALT, GGT, full blood count, creatinine, bilirubin, urea and electrolytes, alkaline phosphatase) were unaffected. Three microRNA species separated post-alcohol exposure from pre-exposure with AUC values > 0.8 (miR-375, miR-6879-3p, and miR-4739), and 148 microRNA species had AUC values between 0.7 and 0.8. The study did not evaluate the combination of multiple microRNAs on predictive performance.

Rosato et al. (2019) profiled miRNA transcriptomes in the saliva of 120 AUD and healthy control subjects (56 African–American AAs and 64 European–American EAs). The group analyzed expression differences in 399 microRNAs that were very highly expressed (>100 CPM) in at least half the samples (although 2,588 miRNAs were detected in the saliva). Seven microRNAs were differentially expressed in African–Americans (miR-451a, miR-10a-5p, miR-100-5p, miR-3613-5p, miR-7704, miR-1290, and miR-4488) and five in European–Americans (miR-126-3p, miR-10a-5p, miR-1290, miR-4488, and miR-1273h-5p) (*p* < 0.05 and fold-change > 2). Three miRNAs (miR-4488, miR-1290, and miR-10a-5p) showed similar fold changes and the same direction of expression changes in both AA and EA AUD subjects. miR-10a-5p is especially noteworthy as it has also been independently validated as being upregulated in the saliva of an alcohol abusing population (Mead et al., 2021) and in the blood of heavy drinkers (but not moderate drinkers) after acute psychological stress and is correlated with stress-induced drinking in a laboratory setting as described in the Section “mRNA” above (Beech et al., 2014). Enrichment analysis was conducted on the mRNAs potentially targeted by these three differentially expressed miRNAs. The targets of miR-10a-5p were related to DNA binding, miR-1290 with alternative splicing, and miR-4488 with calcium-dependent cell–cell adhesion. The RF ML algorithm was used to determine whether the 399 highly expressed miRNAs could predict AUD status. When the top five miRNAs (ranked by Gini index of their importance to AUD prediction) were included in the RF model, the AUD prediction accuracy was 79.1 and 72.2% in AAs and EAs, respectively (Table 2). Inclusion of the top ten miRNAs (ranked by Gini index or their importance to AUD prediction) in the RF prediction analyses decreased the AUD prediction accuracy to 73.6% in AAs but slightly increased it to 75.4% in EAs. If the top three miRNAs (ranked by Gini index or their importance to AUD prediction) were included in RF prediction analyses, the AUD prediction accuracy was decreased in AAs (76.4%) and to a greater extent in EAs (64.6%). If the differentially expressed miRNAs (*p* < 0.05 and logFC > 1) were included in the prediction analysis, the prediction accuracy was the lowest (63.6% in AAs and 56.2% in EAs), suggesting that feature selection using ML could be more powerful in identifying discriminative biomarkers for predicting AUD status than using differential expression, although the top miRNAs according to the Gini importance measure were also differentially expressed in AUD subjects (e.g., miR-4488).

In addition to AUD, there is also evidence that microRNA profiles from saliva might be useful in distinguishing heavy alcohol drinkers from sporadic alcohol users (Mead et al., 2021). In this study, saliva was collected from 37 patients at least 48 h after being admitted to a primary healthcare center for an underlying medical condition requiring hospitalization (e.g., pneumonia, acute kidney injury, chronic kidney disease secondary to hypertension, secondary diabetes mellitus, chest pain, ischemic heart disease, congestive heart failure, or cardiac arrhythmia). MicroRNA was profiled from saliva samples using microRNA microarrays (v3.0, Applied Biosystems, Foster City, CA, United States). Comparison of microRNA expression levels between alcohol abusers and controls revealed 38 significantly (*p* < 0.05) changed microRNAs: 15 downregulated microRNAs (miR-132-3p, miR-136-5p, miR-146a-5p, miR-146b-3p, miR-194-5p, miR-20b-5p, miR-26a-5p, miR-26b-5p, miR-422a, miR-487a, miR-590-5p, miR-618-3p, miR-628-5p, miR-652-3p, and miR-9-5p), 10 upregulated microRNAs (miR-184, miR-20a-5p, miR-223-5p, miR-27a-3p, miR-30b-5p, miR-34a-5p, miR-449a, miR-483-5p, miR-500-3p, and miR-744-5p), and 13 *de novo* microRNAs (let-7e-5p, miR-1, miR-10a-5p, miR-10-3p, miR-1249, miR-182-5p, miR-183-5p, miR-18b-5p, miR-196b-5p, miR-221-5p, miR-490-3p, miR-548-5p, and miR-450b-5p). The top pathways enriched in the potential targets of the microRNAs differentially expressed in patients chronically abusing alcohol were: Adherens junction [consistent with what was seen in Rosato et al. (2019)], Endocytosis, Wnt signaling pathway, MAPK signaling pathway, and ErbB signaling pathway. A plot of the first three principal components showed that most of alcohol abusing patients and controls separated into different clusters with minimal overlap based on saliva miRNA expression profiles. Consistently, the panel of 38 differentially expressed microRNAs was able to distinguish between the alcohol abusing patients and controls very well with an AUC of 0.7668. However, there was not enough information provided in the manuscript to determine whether this result suffers from data leakage, a common pitfall in predictive modeling (Luo et al., 2016). This occurs when information used to select features (i.e., microRNAs) for the classifier is also used to test the classifier. In other words, if the top differentially expressed microRNAs were selected using the entire dataset, and then the entire dataset was used to test how well the DEGs can distinguish between the groups, the prediction accuracy will be inflated (likely much higher than it would perform in an independent dataset or if cross validation was used). Another important finding from this study was that the two main cell types in saliva are squamous epithelial buccal mucosa cells and leukocytes as indicated by morphological and flow cytometry data. The fact that leukocytes can infiltrate the oral cavity may be especially pertinent to AUD in which peripheral and central immune processes are greatly affected as already noted.

Five additional studies measured ethanol’s effects on microRNA expression in accessible tissues but did not include any metric of biomarker utility (Ignacio et al., 2015; Barr et al., 2016; Sureshchandra et al., 2016, 2019; Lewis et al., 2022). However, one of these studies demonstrated a correlation between serum miRNAs and alcohol-related structural and functional CNS damage in human subjects (Ignacio et al., 2015). This study identified 13 upregulated microRNAs (mir-96, mir-320b-1, mir-1976, mir-24-1, mir-30a, miR-96-5p, mir-127, mir-136, mir-320b-2, mir-421, mir-671, mir-3615, mir-3676) and 3 downregulated microRNAs (mir-92b, miR-301a-3p, miR-660-5p) in AUD serum samples compared with control. All but four of these differentially expressed microRNAs were correlated with either GGT levels, drinking amounts, or neuroimaging variables that were significantly different in AUD subjects. The finding that most of the microRNAs were upregulated is consistent with alcohol’s effects on microRNAs reported in serum (Ten Berg et al., 2018) and also in post-mortem prefrontal cortex samples from AUD subjects (Lewohl et al., 2011), but not saliva where there were similar numbers of up- and downregulated microRNAs (Rosato et al., 2019; Mead et al., 2021) or monkey PBMCs where there were either more downregulated microRNAs (Sureshchandra et al., 2016, 2019; Lewis et al., 2022) or roughly equal numbers of up- and downregulated microRNAs (Barr et al., 2016; Lewis et al., 2022). This study also analyzed serum miRNA levels in a rat drinking model and found that 3 of the top 5 molecular functions represented in the altered miRNAs overlapped across species: (1) cellular development, (2) cell growth and proliferation, and (3) cell death and survival. These results provide evidence that alcohol induces global miRNA expression changes in serum that can reflect CNS alcohol-related changes.

The macaque studies discussed in the Section “mRNA” above also analyzed microRNA profiles in the same PBMC samples (Barr et al., 2016; Sureshchandra et al., 2016, 2019). Barr et al. (2016) compared the miRNA expression profiles of the PBMCs isolated from male controls, moderate, and heavy drinkers on day 7 after a Modified Vaccinia Ankara vaccination. The largest differences in miRNA expression were observed between controls and heavy drinkers, and only a few miRNAs were differentially expressed between controls and moderate drinkers, which mirrored the mRNA (Barr et al., 2016). Of the 79 differentially expressed miRNAs between controls and heavy drinkers, 37 were upregulated and 42 were downregulated (at a fold change ≥ 2 and a FDR < 5%) (Barr et al., 2016). MicroRNAs usually repress transcription levels of their target mRNAs, so if a microRNA is downregulated then the expression of its target mRNAs would be expected to increase, and if a microRNA is upregulated then the expression of its target mRNAs would be expected to decrease. The analysis of PBMC mRNA levels from the same subjects revealed that ∼40% of the differentially expressed microRNAs had mRNA targets changed in the opposite direction (Barr et al., 2016).

Another study profiled microRNAs in PBMCs from male heavy drinking, moderate drinking, and control monkeys (without any vaccination in contrast to the Barr et al. study). Chronic heavy alcohol drinking resulted in the downregulation of nine microRNAs (miR-23a, miR-204, miR-211, miR-668, miR-1226, miR-154, miR-9-1, miR-9-2, miR-9-3) and upregulation of 2 microRNAs (miR-27b, miR-203) (Sureshchandra et al., 2019). About 10% of the mRNAs that were differentially expressed with heavy alcohol drinking were validated targets of these miRNAs. These mRNAs play roles in regulation of body fluids, coagulation, and wound healing (Sureshchandra et al., 2019). Moderate drinking in male monkeys was associated with 24 differentially expressed miRNAs, which again were also mostly downregulated with drinking (19 of 24). Five were also downregulated with heavy drinking (miR-9-1, miR-9-2, miR-9-3, miR-668, miR-154) and 14 were only downregulated with moderate drinking (miR-150, miR-31, miR-221, miR-92b, miR-377, miR-181-a1, miR-181-a2, miR-380, miR-339, miR-484, miR-494, miR-542, miR-184, miR-497). Approximately 20% of the mRNAs affected by moderate drinking are validated gene targets of these microRNAs. Moderate drinking upregulated 3 microRNAs which were all different than those upregulated with heavy drinking (miR-196, miR-143, and miR-627). The fact that more microRNAs were altered with moderate drinking than heavy drinking is in contrast to other studies at both the mRNA and microRNA levels which found that heavy drinking had a greater effect on peripheral transcriptomes than moderate drinking. In female macaques, chronic heavy drinking resulted in a downregulation of 4 microRNAs in PBMCs: miR-23a (which was also downregulated in male PBMCs after heavy drinking), miR-27a, miR-24, miR-663 (Sureshchandra et al., 2016). Three of miR-27a target mRNAs were upregulated (*PAQR9, NR2F6*, and *GATA2*), two of miR-24 target mRNAs were upregulated (*NEFM, BNIP3L*), and two of miR-23a target mRNAs were upregulated (*CA2, PTP4A2*). This study did not use a small RNA library preparation so there was limited ability to detect microRNAs.

The final macaque microRNA study to be discussed was the largest cohort size (*N* = 80; 17 females and 71 males across eight cohorts) and analyzed plasma extracellular vesicles instead of PBMCs (Lewis et al., 2022). These samples were from the same animals used for two PBMC studies discussed in the previous paragraph (Sureshchandra et al., 2016, 2019). In female heavy drinking monkeys, differential expression analysis identified 8 upregulated microRNAs (mir-544, mir-3064, mir-208b, mir-371, mir-154, mir-124a, mir-4800, mir-889, mir-141) and 21 downregulated microRNAs (mir-147b, mir-1224, mir-650c, mir-650a, mir-548AN, mir-216a, mir-526A1, mir-6125, mir-212, mir-371, mir-890, mir-548F1, mir-488, mir-625, mir-523, mir-219, mir-517B, mir-1179, mir-521, mir-203, mir-205). For males there were 9 upregulated microRNAs (mir-544, mir-3064, mir-208b, mir-371, mir-154, mir-124a, mir-4800, mir-889, mir-141) and 6 downregulated microRNAs (mir-577, mir-580, mir-1224, mir-935, mir-6790, mir-1469). Only one upregulated (miR-154) and one downregulated (miR-1224) microRNAs were common between males and females. The predicted mRNA targets of the upregulated microRNAs were enriched with gene ontology terms associated with blood vessel development (e.g., miR-124a, 130b, 141 and 34c), response to reactive oxygen species (e.g., miR-124a, 433, 493, and 34c), myeloid leukocyte activation (e.g., miR-124a, 130b, 154, 208b, 544). The predicted mRNA targets of the downregulated microRNAs were enriched with gene ontology terms associated with signaling (e.g., “regulation of protein kinase activity”), cell cycle (e.g., “mitotic DNA damage checkpoint”), and tissue/epithelial homeostasis (e.g., “tissue homeostasis” and “response to hypoxia”). These data show that chronic ethanol consumption alters the expression of several extracellular vesicle miRNAs that can potentially serve as biomarkers of chronic ethanol consumption.

#### Circular RNAs

Circular RNAs (circRNAs) are a class of RNA species that lack 5′ N7-methylguanosine (m7G) caps and 3′ polyadenylated tails, and instead are single-stranded RNAs covalently closed in a circular formation. CircRNAs are usually produced through a process called pre-mRNA “back-splicing” of exons, introns, and intergenic regions (Liu and Chen, 2022). circRNAs play roles in multiple biological processes, such as modulation of transcription and translation (Liu and Chen, 2022), brain development and function (Veno et al., 2015; Piwecka et al., 2017), cell cycle control (Zheng et al., 2016), cancer onset and progression (Guarnerio et al., 2016), ribosome biogenesis (Holdt et al., 2016), and endothelial and vascular function (Shan et al., 2017). Like microRNAs, circRNAs are relatively stable with half-lives ranging from 18.8 to 23.7 h (compared with 4.0–7.4 h for their cognate linear RNAs) (Enuka et al., 2016) and are found both inside their cells of origin as well as in extracellular fluids, including blood and plasma, extracellular vesicles, saliva, and urine, which supports their use as biomarkers (reviewed in Liu and Chen, 2022).

Circular RNAs were sequenced in AUD and control samples from circulating serum exosomes (Liu et al., 2021). Differential expression analysis identified 254 differentially expressed circRNAs. Of these, 149 were upregulated and 105 were downregulated (*P* < 0.05). CircRNAs can act as microRNA sponges (Hansen et al., 2013). To determine potential effects on microRNAs, the authors analyzed the predicted target miRNAs of the differentially expressed circRNAs. The analysis showed that miR-4739, miR-1248-5p, miR-3685, and miR-6751-5p were regulated by a greater number of circRNAs than other miRNAs. miR-4739 was predicted to be targeted by 15 of the 254 differentially expressed circRNAs. This microRNA was also highly upregulated (3.47-fold) after recreational alcohol consumption in healthy young people (Ten Berg et al., 2018). In fact, it was one of the three miRNAs that could predict alcohol exposure with an AUC > 0.80. The expression of one of the top differentially expressed circRNAs, circ_0004771, was validated in an independent cohort of AUD patients’ serum exosomes by qRT-PCR and confirmed to be upregulated in AUD samples. Expression levels of exosomal hsa_circ_0004771 were able to distinguish between AUD and non-AUD samples with an AUC of 0.874. Moreover, the expression level of exosomal hsa_circ_0004771 was found to be highly correlated with AUD severity as measured by the Severity of Alcohol Dependence Questionnaire (SADQ) SADQ and the Alcohol Dependence Scale (ADS) (*r* = 0.8328 and 0.8411, respectively).

To explore whether circRNA could be a biomarker for chronic ethanol exposure, Gong et al. (2022) assayed circRNA in whole brain and blood samples from adult male C57BL/6J mice that had been exposed to either chronic intermittent ethanol (CIE) or air. A total of 399 circRNAs were differentially expressed in CIE mice relative to controls. Of these, 150 circRNAs were significantly upregulated and 249 were downregulated in brain tissue from the CIE groups compared with the control brain tissue. The most enriched KEGG pathways of the parental genes were GABAergic synapse, retrograde endocannabinoid (eCB) signaling, and morphine addiction. Among the DE circRNAs, qRT-PCR confirmed 14 upregulated and 13 downregulated circRNAs in brain. The authors measured these 27 circRNAs in blood samples from the same mice and found that 9 circRNAs were also upregulated in blood, and 10 circRNAs were also downregulated in blood samples. The fold changes were much higher in blood than brain (2.5–14-fold upregulated in brain versus 10–150-fold in blood). This study suggests that chronic ethanol exposure can affect circRNA expression in whole blood in a similar direction as brain, and that ethanol’s effects on these circRNAs are even stronger (i.e., of a greater magnitude) in blood than brain.

## Considerations, limitations, and future directions

### Biomarker research is bound by current nosology which is imperfect

The search for objective diagnostic molecular biomarkers is based on identifying the molecular differences between two groups. However, the groups are defined by “biased” diagnostic criteria (e.g., DSM, ICD, AUDIT, other self-reported assessments). This circular process is a major limitation for this research area. Illustrating this point, an epigenome wide association study revealed DNA methylation marks were associated with PETH (an objective measurement of alcohol consumption) but not to AUDIT-C scores (a self-reported measurement of alcohol consumption), despite there being a positive correlation between PETH and AUDIT-C (Liang et al., 2021). Frameworks incorporating dimensional approaches have been recommended to address this limitation by reconceptualizing the nosology of AUD on the basis of process and etiology, e.g., Addictions Neuroclinical Assessment (ANA) and Alcohol Addiction RDoC (AARDoC) (Litten et al., 2015; Kwako et al., 2016, 2018). This research field will progress in an iterative process between biomarker development, trials of novel interventions, mechanistic studies, and ongoing nosological refinement (Ewen et al., 2021).

### Biomarkers are not necessarily causal

Blood biomarkers may represent a combination of AUD-specific factors (factors that are mechanistically related to AUD) and non-specific factors (factors that are associated with AUD, but not mechanistically relevant). First and foremost, the biomarker must be sensitive and specific at its task whether that be diagnosis, prognosis, treatment response, or treatment prioritization. However, an ideal biomarker would not only be a “marker” but would also reflect the underlying pathophysiology (Heilig et al., 2016).

Two studies discussed in this review showed similar changes in brain and blood for some RNA expression levels with alcohol exposure (Ferguson et al., 2022; Gong et al., 2022). 

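For the mice of Ferguson and colleagues, genes with an unadjusted p under 0.05 for CIE against Air in both blood and a brain region were counted with their direction. In females, 37 genes met this in blood and amygdala, 15 of them changed in the same direction. With hypothalamus there were 63 such genes, 34 in the same direction, and with prefrontal cortex 26, of which 19 changed in the same direction. In males there were 40 genes with amygdala, 52 with hypothalamus and 31 with prefrontal cortex, of which 21, 30 and 23 changed in the same direction.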

Other studies linked peripheral RNA levels with alcohol-related structural and functional CNS damage, various neuropsychological measures, and AUD severity (Hicks et al., 2012; Ignacio et al., 2015; Liu et al., 2021). This is consistent with other studies, for example, that have found that 85-90% of the most predictive molecular pathways identified in the brain are also top predictors in the blood for neurodegeneration (Iturria-Medina et al., 2020). Of course, blood and brain molecular measurements are not always concordant. Altered plasma levels of some miRNAs did not reflect the levels found in cerebellar tissue (Rossetto et al., 2019) or prefrontal cortical tissue (Xin et al., 2018) with ethanol exposure in rats, but these studies only looked at a small number of microRNAs and did not conduct a global survey of microRNA expression. It is possible that some microRNAs would have reflected brain levels. 

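In the 37 mice of Ferguson and colleagues, groups of co-expressed genes (modules) were formed in blood and then examined in each brain region. Transcript levels were centred on the mean of each sex and treatment, and the 5000 genes of highest mean expression, out of 9084 that passed the filter on low counts in blood and all 3 regions, were clustered on their correlation raised to the power 6. Blood gave 13 modules of at least 30 genes, with 3002 genes in all. A module counted as preserved in a region when the mean correlation among its genes there exceeded that of 1000 random gene sets of the same size and brain expression, at an adjusted p under 0.05. By this measure 10 modules (76.9%) were preserved in amygdala, 7 (53.8%) in hypothalamus and 4 (30.8%) in prefrontal cortex. The median correlation within a module was 0.0570, 0.0246 and 0.0237 in the same regions, beside 0.0104, 0.0152 and 0.0168 for the random sets. With females alone, 27.3% of modules were preserved in amygdala, 9.09% in hypothalamus and 22.7% in prefrontal cortex, and with males alone 25.0%, 30.0% and 10.0%. The largest module held 808 genes, including 7 of the neuron list, and none of them was higher in blood than in brain. Single genes were compared by the correlation of their blood and brain levels across mice, whose median was -0.0234 for amygdala, -0.0289 for hypothalamus and -0.0267 for prefrontal cortex. For the mean levels of whole modules the medians were -0.149, -0.127 and -0.0917.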

Co-expression networks were more conserved between brain and blood than individual genes for chronic ethanol exposure in mice (Ferguson et al., 2022). This is also supported by other studies that have shown moderate correlation between expression profiles in blood and brain for individual genes (Liew et al., 2006; Tylee et al., 2013), but preservation of ∼90% of gene networks between blood and prefrontal cortex tissue (Hess et al., 2016). This further supports the use of gene signatures rather than individual genes.

### Confounding role of similar or comorbid conditions and medications

The studies in this Review compare an alcohol dependent population to healthy controls with exclusion criteria often including other psychiatric illnesses or diseases. Some of the pathways identified in these studies that are disrupted in peripheral tissue with AUD have been linked with numerous other diseases (e.g., inflammatory/immune responses, extracellular matrix, cell cycle, mitochondrial dysfunction) (Crow et al., 2019). Moreover, some genes are likely to be differentially expressed in a wide range of conditions (Crow et al., 2019). Combined with the high rates of comorbidity and shared genetic mechanisms between AUD and some of these other disorders (Evangelou et al., 2019), identifying AUD-specific biomarkers represents a significant challenge. One investigation found that using single plasma analytes to identify individuals with Alzheimer’s disease could lead to the misdiagnosis of individuals with certain comorbidities (e.g., chronic kidney disease) (Mielke et al., 2022). Using multiple RNA biomarkers (a panel/signature) will be important for specificity, and high performance will likely require incorporating additional alcohol-related markers from other levels of analysis (e.g., protein/metabolic, epigenetic, clinical/demographic) with the RNA panel. Furthermore, future studies should incorporate other groups to determine the biomarkers’ ability to discriminate between similar and comorbid disorders.

Another confound for AUD biomarker research is the use of medications. The transcriptome can respond to medications, and if individuals with AUD are taking medications to treat their AUD (or other conditions) this could confound the RNA biomarker search. For example, some studies have found very little disorder-related genes independent of treatment for schizophrenia and bipolar disorder (Krebs et al., 2020; Sershen et al., 2021). It is important to understand what factors influence the levels of peripheral biomarkers for clinical use, and to establish appropriate reference ranges. For example, circulating miR-122 levels are increased about 2-fold with modest alcohol consumption in healthy individuals (McCrae et al., 2016; Ten Berg et al., 2018). Expression of miR122 is used as a biomarker of liver injury, which has a median fold increase around 100, so in this case alcohol consumption would not be a confounding factor, but it illustrates the point that reference ranges must be considered to have confidence that environmental factors are not going to produce false positive or negative results.

### Other types of biomarkers besides diagnostic biomarkers, and the need for longitudinal studies

All the studies discussed in this Review used RNA profiles from peripheral tissues as diagnostic biomarkers to detect ethanol exposure or AUD status. However, in addition to providing data-driven information to guide AUD diagnosis, peripheral RNA profiles could also be utilized as other types of biomarkers listed in Table 1. For example, RNA profiles could be used to identify individuals at high risk for developing AUD (risk biomarker), stratify the heterogeneous AUD patient population into subtypes (this would also be considered a diagnostic biomarker), select the optimal treatment (predictive biomarker) and monitor treatment efficacy (monitoring biomarker; response biomarker), or predict those most likely to recover from AUD or track AUD status (prognostic biomarker).

Some of these biomarkers are related to one another. For example, stratifying patients into subgroups could facilitate optimal treatment selection. There is some evidence that naltrexone is more effective for reward drinkers (Mann et al., 2018) and that acamprosate is more effective for relief drinkers (Roos et al., 2017). There have been some efforts to develop a questionnaire to identify reward, relief, and habit drinkers but there was group heterogeneity and the relief and habit groups were not as reliable upon retest as the reward group (Grodin et al., 2019). Future studies that combine the questionnaires with whole-genome unbiased molecular profiles could begin to narrow down a panel of biomarkers that might help to better distinguish these classes. If a molecular signature could be defined for reward and relief drinkers, this could help prioritize naltrexone or acamprosate for their treatment.

Developing these RNA biomarkers will require longitudinal studies, where samples are taken repeatedly before the onset of AUD and throughout AUD progression. Inevitably some participants in these studies would develop AUD (and some not), and some of those who develop an AUD will recover either with intervention or spontaneously (and some not). Data from these studies will be critical in developing other types of RNA biomarkers for AUD, which could arguably represent a greater healthcare need than diagnostic biomarkers because there are existing tools to diagnose AUD (albeit with limitations), but there are currently no ways to identify “at-risk” individuals, stratify the AUD patient population, select optimal treatments, or monitor treatment response.

### CMap approaches

Gene expression data can be used to identify pharmacological treatments for AUD through a process termed connectivity mapping (Lamb et al., 2006; Subramanian et al., 2017; Ferguson et al., 2018). The idea behind this approach is that pharmacological compounds that have opposing effects on gene expression as observed with AUD would be able to treat AUD. There has been some success in animal models of AUD and for other brain diseases using brain gene expression (Ferguson et al., 2017, 2018). It remains to be seen whether blood signatures can be used as an accessible transcriptome for connectivity mapping approaches for AUD, and future work will need to carefully evaluate this possibility. If this is the case, then connectivity mapping approaches could be dynamically applied for AUD. For example, it is plausible that treatment for AUD will change throughout the course of the disorder; that the treatments during acute withdrawal will be different than treatments during protracted withdrawal, and that treatments will not be necessary at all at some point. Blood and saliva can be sampled repeatedly which affords the opportunity to monitor AUD progress and treatment efficacy, and dynamically select optimal treatments.

### Single cell approaches

The studies in this Review used bulk sequencing techniques which are low cost, scalable, and can identify differential expression and co-expression between patients and controls. However, a key source of unwanted variability is cellular heterogeneity and unwanted variability can decrease statistical power to detect meaningful differences between groups of interest. Imagine a scenario in which ethanol strongly upregulates an RNA in one cell type, and strongly downregulates the same RNA in another cell type. In bulk sequencing, the cells are lysed and the RNAs in each cell are combined. This effectively averages ethanol’s effects across cell types, and RNAs that are affected strongly by ethanol (but in different directions depending on cell type) would be overlooked. Single-cell techniques use next-generation sequencing to analyze the genetic content of individual cells, providing valuable insights into ethanol’s effects on the functional characteristics of each cell type. Two challenges with single cell data are that it is difficult to generate cell type specific co-expression networks and cost is high which diminishes the clinical utility of single cell approaches. However, single cell data will be critical in understanding the mechanistic relevance of peripheral biomarkers to AUD which is a key part of the process in AUD biomarker development.

### Artificial intelligence

Artificial intelligence (AI) tools, like the ML classifiers described in the Section “Evaluating biomarker performance,” are increasingly being explored in medical and healthcare research, and there are currently 79 AI/ML based, FDA approved medical devices and algorithms^1^ (Benjamens et al., 2020). The word tool is used deliberately here to emphasize the point that AI cannot replace the judgment of a physician. Rather AI tools can provide probabilities and likelihoods that are part of a holistic picture that the physician can consider when making a clinical decision about a patient. This has been shown to be the case for ML tools developed to detect prostate cancer from MRI scans, which did not persuade physicians to change their diagnostic decision in the rare instance that an incorrect probability was assigned by the algorithm. But, overall the AI tool improved physicians’ diagnostic accuracy and reduced physicians’ variability (Sun et al., 2022).

Two studies in this Review used ML classifiers to predict AUD or chronic ethanol exposure from transcriptomic data (Rosato et al., 2019; Ferguson et al., 2022). Other types of data (e.g., EEG measures, SNPs, MRI data) have also been used to train ML classifiers to predict alcohol-related phenotypes. One study used structural MRI data collected from multiple sites as input into LR models to predict AUD status and achieved an AUC of 0.768 (Hahn et al., 2022). An important consideration in ML that is illustrated by this study is that of group imbalances. The data across separate sites were highly imbalanced (i.e., many sites contained only participants with AUD or only controls), so the ML classifiers appeared to distinguish participants with AUD but were actually learning site-related effects like scanner and demographic differences. These effects were mitigated, and the models made more generalizable, by the feature selection strategy the authors used (discussed below). Another study used EEG measures and alcohol-related SNPs to train SVM ML models to predict those at-risk for developing AUD (Kinreich et al., 2021). The group first used regularized LR to select features to use in the SVM models, and found that the combined EEG and SNP features model outperformed models based on only EEG features or only SNP features with an AUC of 0.84 for European American subjects and 0.90 for African American subjects (Kinreich et al., 2021). Another study used SVM models to predict alcohol exposure in rats based on MRI data. The authors took a similar two-step approach and used a RF algorithm to select the features with which to train the SVM models and found that 1 month of ethanol exposure was enough to imprint a highly specific signature of alcohol consumption so that the models could distinguish between ethanol-naïve and ethanol exposed samples with near perfect accuracy (Cosa et al., 2017). The study also showed that the models could predict which samples had been treated with naltrexone using MRI features with greater than 84% accuracy. LR models have also been used to predict acamprosate response from metabolomic data (Hinton et al., 2017). The models predicted acamprosate treatment response with a mean AUC of 0.647. The mean sensitivity in the test was 0.83 and the mean specificity in the test was 0.31, suggesting that the model performed well at predicting responders but not non-responders (i.e., many non-responders were predicted to respond) (Hinton et al., 2017). Taken together, these studies demonstrate that the AUD research field has begun to apply ML methods that can guide diagnosis and treatment response, and additionally might help in identifying biologically meaningful features of AUD. However, in addition to class imbalances, there are several other considerations when using ML approaches with transcriptomic and other omics datasets.

One of the biggest challenges when using ML approaches with gene expression data is known as the “curse of dimensionality,” which means that the number of observations is greater than the number of samples. Gene expression data sets (and other -omics data sets) are high dimensional, meaning that there are many observations (tens of thousands of gene expression levels are measured). One way to solve the curse of dimensionality is to increase the sample size. There is scarcity of research in training set size determination methodologies for ML, but it will depend on the complexity of the algorithm and the specific use case. The studies discussed in the above paragraph range in sample size from 20 to 2,034. When large sample sizes are not readily available, another solution is to reduce the number of features (i.e., genes) using feature selection techniques. This is advisable as many of the features in high dimensional datasets will be either irrelevant or redundant which will reduce the power of the ML algorithm to identify meaningful patterns (Plant and Barton, 2021). Some ML models have “built-in” feature selection, and we discussed these examples above. In regularized LR models some of the coefficients will go to zero so these features will be removed from the model. For the RF algorithm, some of the features will be assigned importance scores of zero and will not be included in the model. The cross-site MRI study discussed above used a genetic algorithm (GA) based feature selection search which repeatedly trained and evaluated a regularized LR classifier on random subsets of brain features (Hahn et al., 2022). In this way the features selected were derived from thousands of models, providing the chance for highly correlated features to achieve similar importance scores. Care must be taken to not build the models using features that were pre-selected from the complete dataset (Plant and Barton, 2021). Otherwise, this could result in “data leakage” and overestimate the accuracy of the model [discussed for the study by Mead et al. (2021) in the Section “microRNA” above].

In summary, ML models learn a function from training data that consist of pairs of input objects (e.g., gene expression signatures) and assigned labels (e.g., AUD or non-AUD) and the model’s performance is then evaluated on an independent testing dataset. The training data set is important both in size and nature. The more examples in a training set and the more representative it is of the patient population, the better the model will be in terms of accuracy and generalizability. To increase the ability of ML algorithms to build meaningful (and useful) models, feature selection should be performed in gene expression datasets due to the redundancy and irrelevance of many of the features in these high dimensional datasets. It is highly important that the testing dataset be independent and not involved in the feature selection or model training to get accurate estimates of model performance. Following these guidelines will enable researchers to build on the progress made applying state-of-the-art ML methods to precision medicine in AUD.

## Summary

This Review tabulated and summarized the studies on peripheral RNA biomarkers for AUD. Signatures of chronic and acute alcohol use could be detected in the peripheral transcriptome for both coding and non-coding RNAs, and some of these gene expression responses were detected within relatively short time periods after alcohol or stress cue exposures (60–90 min). Most of the studies did not include a measure of biomarker performance which limits the ability to determine the usefulness of RNAs to serve as biomarkers for AUD. Based on the studies that did include a measure of biomarker performance, the ability of RNA levels to serve as diagnostic biomarkers and predict AUD or other alcohol-related phenotypes was generally good (AUC > 0.70). To facilitate AUD biomarker research, future studies should include a measure of biomarker performance. There is a scarcity of studies investigating the ability of RNAs to serve as other types of biomarkers. While there are existing means for diagnosing AUD, there are no clinical tools for predicting at-risk individuals, stratifying patient groups, prioritizing optimal treatments, or monitoring treatment response. Therefore, this is an unmet healthcare need and future work should include longitudinal studies with repeated sampling to evaluate this potential. It will also be important to see if integrating data across -omics platforms results in an improved biomarker performance using ML approaches. There were no studies assessing alcohol’s effects on some categories of regulatory non-coding RNAs (lncRNAs and piRNAs), so these represent additional unexplored avenues of research for future studies.

## Conclusion

These studies suggest that there is an AUD-related signature in peripheral tissue that holds diagnostic utility. Based on these findings, we are confident that -omics technologies and systems biology approaches will identify clinically useful biomarkers for AUD, however, establishing models that link mechanisms and biomarkers is likely to be a challenge for the coming decades of basic and clinical research. The identified RNAs in these studies will require further evaluation and validation to find markers with high specificity, low cost, and ease-of-use in routine diagnostic laboratories. Laboratory analysis of RNA has been facilitated by PCR methodologies now available in many diagnostic centers because of the COVID-19 pandemic.

## Author contributions

LF: conceptualization, data curation, investigation, methodology, project administration, visualization, writing – original draft, review, and editing. RDM: supervision and writing – review and editing. ROM: funding acquisition, resources, supervision, and writing – review and editing. All authors contributed to the article and approved the submitted version.

# Supplementary material for: RNA biomarkers for alcohol use disorder
**Source:** Front Mol Neurosci. 2022 Nov 4;15:1032362. doi: 10.3389/fnmol.2022.1032362
**Supplement:** Supplementary file 1

Supplementary Material

**Supplementary Table 1.** **Gene Expression Profiles Sourced from Peripheral Tissues Inform Brain Diseases: Examples.**

| **Behavioral Disorder or Psychiatric Illness** | **References** |
| --- | --- |
| Substance Use Disorders | nicotine (Philibert et al., 2007); opioid (Xu et al., 2020); cocaine (Fries et al., 2018) |
| Autism | (Hicks et al., 2018, Lit et al., 2012, Lombardo et al., 2018, Nishimura et al., 2007, Pramparo et al., 2015, Tylee et al., 2017, Yao et al., 2021) |
| Depression | (Cattaneo et al., 2020, Cho et al., 2019, Clark et al., 2020, Frye et al., 2015, Grant et al., 2022, Hepgul et al., 2016, Hori et al., 2018, Jani et al., 2015, Keri et al., 2014, Le-Niculescu et al., 2021, Maffioletti et al., 2016, Mostafavi et al., 2014, Nohr et al., 2021, Redei et al., 2014, van der Zee et al., 2022, Wittenberg et al., 2020, Cook et al., 2019, Gomez Rueda and Bustillo, 2022, Mamdani et al., 2022) |
| ADHD And Emotional/Behavioral Problems | (Hess et al., 2020, Lorenzo et al., 2018, Sanchez-Mora et al., 2019, Tian et al., 2012, Ota et al., 2020) |
| Bipolar Disorder | (Beech et al., 2014, Eugene et al., 2018, Hashimoto, 2018, Krebs et al., 2020, Le-Niculescu et al., 2009, Le-Niculescu et al., 2021, Lowthert et al., 2012, Maffioletti et al., 2016, Munkholm et al., 2015, Salvetat et al., 2022, Tsuang et al., 2005, Song et al., 2021) |
| Schizophrenia | (Breen et al., 2016, Chen et al., 2020, de Jong et al., 2012, Gasso et al., 2017, Gilabert-Juan et al., 2019, Glatt et al., 2005, He et al., 2012, Sershen et al., 2021, Song et al., 2021, Takahashi et al., 2010, Tsuang et al., 2005, Wagh et al., 2021, Walton et al., 2016, Zhu et al., 2021) |
| Obsessive Compulsive Disorder | (Wang et al., 2018, Song et al., 2021) |
| PTSD / Other Stress States | (Balakathiresan et al., 2014, Daskalakis et al., 2014, Dean et al., 2020, Garrett et al., 2021, Le-Niculescu et al., 2019, Maguire et al., 2021, Papassotiropoulos et al., 2013, Snijders et al., 2020, van Heerden et al., 2009, Yang et al., 2013) |
| Neurodegenerative Diseases | (Chiricosta et al., 2022, Dobromyslin et al., 2022, Hensman Moss et al., 2017, Iturria-Medina et al., 2020, Lee and Lee, 2020, Milanesi et al., 2021, Niculescu et al., 2020, Ochi et al., 2020, Sh et al., 2021, Song et al., 2021, Borovecki et al., 2005, Falchetti et al., 2020, Mina et al., 2016, Valentine et al., 2019) |

**
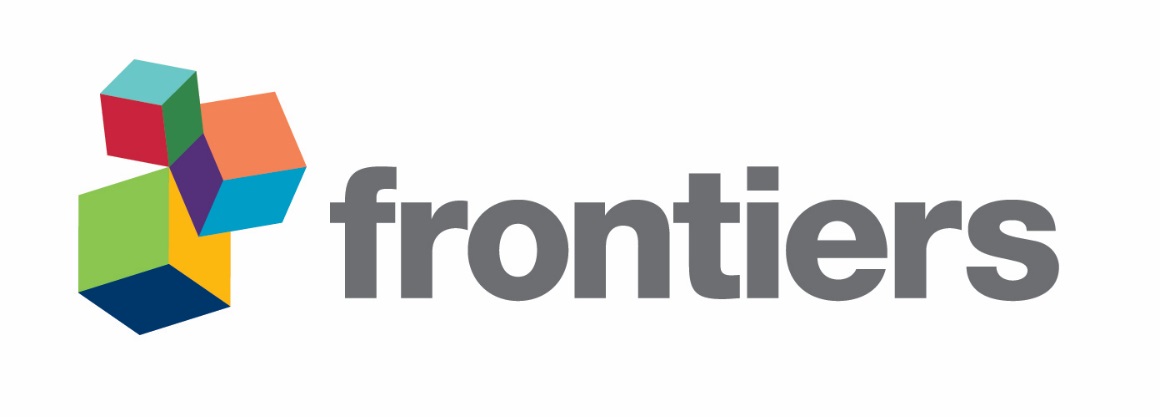
**

BALAKATHIRESAN, N. S., CHANDRAN, R., BHOMIA, M., JIA, M., LI, H. & MAHESHWARI, R. K. 2014. Serum and amygdala microRNA signatures of posttraumatic stress: fear correlation and biomarker potential. *J Psychiatr Res,* 57**,** 65-73.

BEECH, R. D., LEFFERT, J. J., LIN, A., SYLVIA, L. G., UMLAUF, S., MANE, S., ZHAO, H., BOWDEN, C., CALABRESE, J. R., FRIEDMAN, E. S., KETTER, T. A., IOSIFESCU, D. V., REILLY-HARRINGTON, N. A., OSTACHER, M., THASE, M. E. & NIERENBERG, A. 2014. Gene-expression differences in peripheral blood between lithium responders and non-responders in the Lithium Treatment-Moderate dose Use Study (LiTMUS). *Pharmacogenomics J,* 14**,** 182-91.

BOROVECKI, F., LOVRECIC, L., ZHOU, J., JEONG, H., THEN, F., ROSAS, H. D., HERSCH, S. M., HOGARTH, P., BOUZOU, B., JENSEN, R. V. & KRAINC, D. 2005. Genome-wide expression profiling of human blood reveals biomarkers for Huntington's disease. *Proc Natl Acad Sci U S A,* 102**,** 11023-8.

BREEN, M. S., UHLMANN, A., NDAY, C. M., GLATT, S. J., MITT, M., METSALPU, A., STEIN, D. J. & ILLING, N. 2016. Candidate gene networks and blood biomarkers of methamphetamine-associated psychosis: an integrative RNA-sequencing report. *Transl Psychiatry,* 6**,** e802.

CATTANEO, A., FERRARI, C., TURNER, L., MARIANI, N., ENACHE, D., HASTINGS, C., KOSE, M., LOMBARDO, G., MCLAUGHLIN, A. P., NETTIS, M. A., NIKKHESLAT, N., SFORZINI, L., WORRELL, C., ZAJKOWSKA, Z., CATTANE, N., LOPIZZO, N., MAZZELLI, M., POINTON, L., COWEN, P. J., CAVANAGH, J., HARRISON, N. A., DE BOER, P., JONES, D., DREVETS, W. C., MONDELLI, V., BULLMORE, E. T., NEUROIMMUNOLOGY OF MOOD, D., ALZHEIMER'S DISEASE, C. & PARIANTE, C. M. 2020. Whole-blood expression of inflammasome- and glucocorticoid-related mRNAs correctly separates treatment-resistant depressed patients from drug-free and responsive patients in the BIODEP study. *Transl Psychiatry,* 10**,** 232.

CHEN, J., ZANG, Z., BRAUN, U., SCHWARZ, K., HARNEIT, A., KREMER, T., MA, R., SCHWEIGER, J., MOESSNANG, C., GEIGER, L., CAO, H., DEGENHARDT, F., NOTHEN, M. M., TOST, H., MEYER-LINDENBERG, A. & SCHWARZ, E. 2020. Association of a Reproducible Epigenetic Risk Profile for Schizophrenia With Brain Methylation and Function. *JAMA Psychiatry,* 77**,** 628-636.

CHIRICOSTA, L., D'ANGIOLINI, S., GUGLIANDOLO, A. & MAZZON, E. 2022. Artificial Intelligence Predictor for Alzheimer's Disease Trained on Blood Transcriptome: The Role of Oxidative Stress. *Int J Mol Sci,* 23.

CHO, J. H., IRWIN, M. R., EISENBERGER, N. I., LAMKIN, D. M. & COLE, S. W. 2019. Transcriptomic predictors of inflammation-induced depressed mood. *Neuropsychopharmacology,* 44**,** 923-929.

CLARK, S. L., HATTAB, M. W., CHAN, R. F., SHABALIN, A. A., HAN, L. K. M., ZHAO, M., SMIT, J. H., JANSEN, R., MILANESCHI, Y., XIE, L. Y., VAN GROOTHEEST, G., PENNINX, B., ABERG, K. A. & VAN DEN OORD, E. 2020. A methylation study of long-term depression risk. *Mol Psychiatry,* 25**,** 1334-1343.

COOK, I. A., CONGDON, E., KRANTZ, D. E., HUNTER, A. M., COPPOLA, G., HAMILTON, S. P. & LEUCHTER, A. F. 2019. Time Course of Changes in Peripheral Blood Gene Expression During Medication Treatment for Major Depressive Disorder. *Front Genet,* 10**,** 870.

DASKALAKIS, N. P., COHEN, H., CAI, G., BUXBAUM, J. D. & YEHUDA, R. 2014. Expression profiling associates blood and brain glucocorticoid receptor signaling with trauma-related individual differences in both sexes. *Proc Natl Acad Sci U S A,* 111**,** 13529-34.

DE JONG, S., BOKS, M. P., FULLER, T. F., STRENGMAN, E., JANSON, E., DE KOVEL, C. G., ORI, A. P., VI, N., MULDER, F., BLOM, J. D., GLENTHØJ, B., SCHUBART, C. D., CAHN, W., KAHN, R. S., HORVATH, S. & OPHOFF, R. A. 2012. A gene co-expression network in whole blood of schizophrenia patients is independent of antipsychotic-use and enriched for brain-expressed genes. *PLoS One,* 7**,** e39498.

DEAN, K. R., HAMMAMIEH, R., MELLON, S. H., ABU-AMARA, D., FLORY, J. D., GUFFANTI, G., WANG, K., DAIGLE, B. J., JR., GAUTAM, A., LEE, I., YANG, R., ALMLI, L. M., BERSANI, F. S., CHAKRABORTY, N., DONOHUE, D., KERLEY, K., KIM, T. K., LASKA, E., YOUNG LEE, M., LINDQVIST, D., LORI, A., LU, L., MISGANAW, B., MUHIE, S., NEWMAN, J., PRICE, N. D., QIN, S., REUS, V. I., SIEGEL, C., SOMVANSHI, P. R., THAKUR, G. S., ZHOU, Y., CONSORTIUM, P. S. B., HOOD, L., RESSLER, K. J., WOLKOWITZ, O. M., YEHUDA, R., JETT, M., DOYLE, F. J., 3RD & MARMAR, C. 2020. Multi-omic biomarker identification and validation for diagnosing warzone-related post-traumatic stress disorder. *Mol Psychiatry,* 25**,** 3337-3349.

DOBROMYSLIN, V. I., MEGHERBI, D. B. & ALZHEIMER'S DISEASE NEUROIMAGING, I. 2022. Augmenting Imaging Biomarker Performance with Blood-Based Gene Expression Levels for Predicting Alzheimer's Disease Progression. *J Alzheimers Dis,* 87**,** 583-594.

EUGENE, A. R., MASIAK, J. & EUGENE, B. 2018. Predicting lithium treatment response in bipolar patients using gender-specific gene expression biomarkers and machine learning. *F1000Res,* 7**,** 474.

FALCHETTI, M., PREDIGER, R. D. & ZANOTTO-FILHO, A. 2020. Classification algorithms applied to blood-based transcriptome meta-analysis to predict idiopathic Parkinson's disease. *Comput Biol Med,* 124**,** 103925.

FRIES, G. R., KHAN, S., STAMATOVICH, S., DYUKOVA, E., WALSS-BASS, C., LANE, S. D., SCHMITZ, J. M. & WARDLE, M. C. 2018. Anhedonia in cocaine use disorder is associated with inflammatory gene expression. *PLoS One,* 13**,** e0207231.

FRYE, M. A., NASSAN, M., JENKINS, G. D., KUNG, S., VELDIC, M., PALMER, B. A., FEEDER, S. E., TYE, S. J., CHOI, D. S. & BIERNACKA, J. M. 2015. Feasibility of investigating differential proteomic expression in depression: implications for biomarker development in mood disorders. *Transl Psychiatry,* 5**,** e689.

GARRETT, M. E., QIN, X. J., MEHTA, D., DENNIS, M. F., MARX, C. E., GRANT, G. A., WORKGROUP, V. A. M.-A. M., INITIATIVE, P., INJURY, TRAUMATIC STRESS CLINICAL, C., PSYCHIATRIC GENOMICS CONSORTIUM, P. G., STEIN, M. B., KIMBREL, N. A., BECKHAM, J. C., HAUSER, M. A. & ASHLEY-KOCH, A. E. 2021. Gene Expression Analysis in Three Posttraumatic Stress Disorder Cohorts Implicates Inflammation and Innate Immunity Pathways and Uncovers Shared Genetic Risk With Major Depressive Disorder. *Front Neurosci,* 15**,** 678548.

GASSO, P., MAS, S., RODRIGUEZ, N., BOLOC, D., GARCIA-CERRO, S., BERNARDO, M., LAFUENTE, A. & PARELLADA, E. 2017. Microarray gene-expression study in fibroblast and lymphoblastoid cell lines from antipsychotic-naive first-episode schizophrenia patients. *J Psychiatr Res,* 95**,** 91-101.

GILABERT-JUAN, J., LOPEZ-CAMPOS, G., SEBASTIA-ORTEGA, N., GUARA-CIURANA, S., RUSO-JULVE, F., PRIETO, C., CRESPO-FACORRO, B., SANJUAN, J. & MOLTO, M. D. 2019. Time dependent expression of the blood biomarkers EIF2D and TOX in patients with schizophrenia. *Brain Behav Immun,* 80**,** 909-915.

GLATT, S. J., EVERALL, I. P., KREMEN, W. S., CORBEIL, J., SASIK, R., KHANLOU, N., HAN, M., LIEW, C. C. & TSUANG, M. T. 2005. Comparative gene expression analysis of blood and brain provides concurrent validation of SELENBP1 up-regulation in schizophrenia. *Proc Natl Acad Sci U S A,* 102**,** 15533-8.

GOMEZ RUEDA, H. & BUSTILLO, J. 2022. Brain differential gene expression and blood cross-validation of a molecular signature of patients with major depressive disorder. *Psychiatr Genet,* 32**,** 105-115.

GRANT, C. W., BARRETO, E. F., KUMAR, R., KADDURAH-DAOUK, R., SKIME, M., MAYES, T., CARMODY, T., BIERNACKA, J., WANG, L., WEINSHILBOUM, R., TRIVEDI, M. H., BOBO, W. V., CROARKIN, P. E. & ATHREYA, A. P. 2022. Multi-Omics Characterization of Early- and Adult-Onset Major Depressive Disorder. *J Pers Med,* 12.

HASHIMOTO, K. 2018. Metabolomics of Major Depressive Disorder and Bipolar Disorder: Overview and Future Perspective. *Adv Clin Chem,* 84**,** 81-99.

HE, Y., YU, Z., GIEGLING, I., XIE, L., HARTMANN, A. M., PREHN, C., ADAMSKI, J., KAHN, R., LI, Y., ILLIG, T., WANG-SATTLER, R. & RUJESCU, D. 2012. Schizophrenia shows a unique metabolomics signature in plasma. *Transl Psychiatry,* 2**,** e149.

HENSMAN MOSS, D. J., FLOWER, M. D., LO, K. K., MILLER, J. R., VAN OMMEN, G. B., T HOEN, P. A., STONE, T. C., GUINEE, A., LANGBEHN, D. R., JONES, L., PLAGNOL, V., VAN ROON-MOM, W. M., HOLMANS, P. & TABRIZI, S. J. 2017. Huntington's disease blood and brain show a common gene expression pattern and share an immune signature with Alzheimer's disease. *Sci Rep,* 7**,** 44849.

HEPGUL, N., CATTANEO, A., AGARWAL, K., BARALDI, S., BORSINI, A., BUFALINO, C., FORTON, D. M., MONDELLI, V., NIKKHESLAT, N., LOPIZZO, N., RIVA, M. A., RUSSELL, A., HOTOPF, M. & PARIANTE, C. M. 2016. Transcriptomics in Interferon-alpha-Treated Patients Identifies Inflammation-, Neuroplasticity- and Oxidative Stress-Related Signatures as Predictors and Correlates of Depression. *Neuropsychopharmacology,* 41**,** 2502-11.

HESS, J. L., NGUYEN, N. H., SUBEN, J., MEATH, R. M., ALBERT, A. B., VAN ORMAN, S., ANDERS, K. M., FORKEN, P. J., ROE, C. A., SCHULZE, T. G., FARAONE, S. V. & GLATT, S. J. 2020. Gene co-expression networks in peripheral blood capture dimensional measures of emotional and behavioral problems from the Child Behavior Checklist (CBCL). *Transl Psychiatry,* 10**,** 328.

HICKS, S. D., RAJAN, A. T., WAGNER, K. E., BARNS, S., CARPENTER, R. L. & MIDDLETON, F. A. 2018. Validation of a Salivary RNA Test for Childhood Autism Spectrum Disorder. *Front Genet,* 9**,** 534.

HORI, H., NAKAMURA, S., YOSHIDA, F., TERAISHI, T., SASAYAMA, D., OTA, M., HATTORI, K., KIM, Y., HIGUCHI, T. & KUNUGI, H. 2018. Integrated profiling of phenotype and blood transcriptome for stress vulnerability and depression. *J Psychiatr Res,* 104**,** 202-210.

ITURRIA-MEDINA, Y., KHAN, A. F., ADEWALE, Q., SHIRAZI, A. H. & ALZHEIMER'S DISEASE NEUROIMAGING, I. 2020. Blood and brain gene expression trajectories mirror neuropathology and clinical deterioration in neurodegeneration. *Brain,* 143**,** 661-673.

JANI, B. D., MCLEAN, G., NICHOLL, B. I., BARRY, S. J., SATTAR, N., MAIR, F. S. & CAVANAGH, J. 2015. Risk assessment and predicting outcomes in patients with depressive symptoms: a review of potential role of peripheral blood based biomarkers. *Front Hum Neurosci,* 9**,** 18.

KERI, S., SZABO, C. & KELEMEN, O. 2014. Blood biomarkers of depression track clinical changes during cognitive-behavioral therapy. *J Affect Disord,* 164**,** 118-22.

KREBS, C. E., ORI, A. P. S., VREEKER, A., WU, T., CANTOR, R. M., BOKS, M. P. M., KAHN, R. S., OLDE LOOHUIS, L. M. & OPHOFF, R. A. 2020. Whole blood transcriptome analysis in bipolar disorder reveals strong lithium effect. *Psychol Med,* 50**,** 2575-2586.

LE-NICULESCU, H., KURIAN, S. M., YEHYAWI, N., DIKE, C., PATEL, S. D., EDENBERG, H. J., TSUANG, M. T., SALOMON, D. R., NURNBERGER, J. I., JR. & NICULESCU, A. B. 2009. Identifying blood biomarkers for mood disorders using convergent functional genomics. *Mol Psychiatry,* 14**,** 156-74.

LE-NICULESCU, H., ROSEBERRY, K., GILL, S. S., LEVEY, D. F., PHALEN, P. L., MULLEN, J., WILLIAMS, A., BHAIRO, S., VOEGTLINE, T., DAVIS, H., SHEKHAR, A., KURIAN, S. M. & NICULESCU, A. B. 2021. Precision medicine for mood disorders: objective assessment, risk prediction, pharmacogenomics, and repurposed drugs. *Mol Psychiatry,* 26**,** 2776-2804.

LE-NICULESCU, H., ROSEBERRY, K., LEVEY, D. F., ROGERS, J., KOSARY, K., PRABHA, S., JONES, T., JUDD, S., MCCORMICK, M. A., WESSEL, A. R., WILLIAMS, A., PHALEN, P. L., MAMDANI, F., SEQUEIRA, A., KURIAN, S. M. & NICULESCU, A. B. 2019. Towards precision medicine for stress disorders: diagnostic biomarkers and targeted drugs. *Mol Psychiatry*.

LEE, T. & LEE, H. 2020. Prediction of Alzheimer's disease using blood gene expression data. *Sci Rep,* 10**,** 3485.

LIT, L., SHARP, F. R., BERTOGLIO, K., STAMOVA, B., ANDER, B. P., SOSSONG, A. D. & HENDREN, R. L. 2012. Gene expression in blood is associated with risperidone response in children with autism spectrum disorders. *Pharmacogenomics J,* 12**,** 368-71.

LOMBARDO, M. V., PRAMPARO, T., GAZESTANI, V., WARRIER, V., BETHLEHEM, R. A. I., CARTER BARNES, C., LOPEZ, L., LEWIS, N. E., EYLER, L., PIERCE, K. & COURCHESNE, E. 2018. Large-scale associations between the leukocyte transcriptome and BOLD responses to speech differ in autism early language outcome subtypes. *Nat Neurosci,* 21**,** 1680-1688.

LORENZO, G., BRAUN, J., MUNOZ, G., CASAREJOS, M. J., BAZAN, E. & JIMENEZ-ESCRIG, A. 2018. RNA-Seq blood transcriptome profiling in familial attention deficit and hyperactivity disorder (ADHD). *Psychiatry Res,* 270**,** 544-546.

LOWTHERT, L., LEFFERT, J., LIN, A., UMLAUF, S., MALONEY, K., MURALIDHARAN, A., LORBERG, B., MANE, S., ZHAO, H., SINHA, R., BHAGWAGAR, Z. & BEECH, R. 2012. Increased ratio of anti-apoptotic to pro-apoptotic Bcl2 gene-family members in lithium-responders one month after treatment initiation. *Biol Mood Anxiety Disord,* 2**,** 15.

MAFFIOLETTI, E., CATTANEO, A., ROSSO, G., MAINA, G., MAJ, C., GENNARELLI, M., TARDITO, D. & BOCCHIO-CHIAVETTO, L. 2016. Peripheral whole blood microRNA alterations in major depression and bipolar disorder. *J Affect Disord,* 200**,** 250-8.

MAGUIRE, D., WATT, J., ARMOUR, C., MILANAK, M., LAGDON, S., LAMONT, J. V., KURTH, M. J., FITZGERALD, P., MOORE, T. & RUDDOCK, M. W. 2021. Post-traumatic stress disorder: A biopsychosocial case-control study investigating peripheral blood protein biomarkers. *Biomarkers in Neuropsychiatry,* 5**,** 100042.

MAMDANI, F., WEBER, M. D., BUNNEY, B., BURKE, K., CARTAGENA, P., WALSH, D., LEE, F. S., BARCHAS, J., SCHATZBERG, A. F., MYERS, R. M., WATSON, S. J., AKIL, H., VAWTER, M. P., BUNNEY, W. E. & SEQUEIRA, A. 2022. Identification of potential blood biomarkers associated with suicide in major depressive disorder. *Transl Psychiatry,* 12**,** 159.

MILANESI, E., DOBRE, M., CUCOS, C. A., ROJO, A. I., JIMENEZ-VILLEGAS, J., CAPETILLO-ZARATE, E., MATUTE, C., PINOL-RIPOLL, G., MANDA, G. & CUADRADO, A. 2021. Whole Blood Expression Pattern of Inflammation and Redox Genes in Mild Alzheimer's Disease. *J Inflamm Res,* 14**,** 6085-6102.

MINA, E., VAN ROON-MOM, W., HETTNE, K., VAN ZWET, E., GOEMAN, J., NERI, C., P, A. C. T. H., MONS, B. & ROOS, M. 2016. Common disease signatures from gene expression analysis in Huntington's disease human blood and brain. *Orphanet J Rare Dis,* 11**,** 97.

MOSTAFAVI, S., BATTLE, A., ZHU, X., POTASH, J. B., WEISSMAN, M. M., SHI, J., BECKMAN, K., HAUDENSCHILD, C., MCCORMICK, C., MEI, R., GAMEROFF, M. J., GINDES, H., ADAMS, P., GOES, F. S., MONDIMORE, F. M., MACKINNON, D. F., NOTES, L., SCHWEIZER, B., FURMAN, D., MONTGOMERY, S. B., URBAN, A. E., KOLLER, D. & LEVINSON, D. F. 2014. Type I interferon signaling genes in recurrent major depression: increased expression detected by whole-blood RNA sequencing. *Mol Psychiatry,* 19**,** 1267-74.

MUNKHOLM, K., PEIJS, L., VINBERG, M. & KESSING, L. V. 2015. A composite peripheral blood gene expression measure as a potential diagnostic biomarker in bipolar disorder. *Transl Psychiatry,* 5**,** e614.

NICULESCU, A. B., LE-NICULESCU, H., ROSEBERRY, K., WANG, S., HART, J., KAUR, A., ROBERTSON, H., JONES, T., STRASBURGER, A., WILLIAMS, A., KURIAN, S. M., LAMB, B., SHEKHAR, A., LAHIRI, D. K. & SAYKIN, A. J. 2020. Blood biomarkers for memory: toward early detection of risk for Alzheimer disease, pharmacogenomics, and repurposed drugs. *Mol Psychiatry,* 25**,** 1651-1672.

NISHIMURA, Y., MARTIN, C. L., VAZQUEZ-LOPEZ, A., SPENCE, S. J., ALVAREZ-RETUERTO, A. I., SIGMAN, M., STEINDLER, C., PELLEGRINI, S., SCHANEN, N. C., WARREN, S. T. & GESCHWIND, D. H. 2007. Genome-wide expression profiling of lymphoblastoid cell lines distinguishes different forms of autism and reveals shared pathways. *Hum Mol Genet,* 16**,** 1682-98.

NOHR, A. K., LINDOW, M., FORSINGDAL, A., DEMHARTER, S., NIELSEN, T., BULLER, R., MOLTKE, I., VITEZIC, M. & ALBRECHTSEN, A. 2021. A large-scale genome-wide gene expression analysis in peripheral blood identifies very few differentially expressed genes related to antidepressant treatment and response in patients with major depressive disorder. *Neuropsychopharmacology,* 46**,** 1324-1332.

OCHI, S., IGA, J. I., FUNAHASHI, Y., YOSHINO, Y., YAMAZAKI, K., KUMON, H., MORI, H., OZAKI, Y., MORI, T. & UENO, S. I. 2020. Identifying Blood Transcriptome Biomarkers of Alzheimer's Disease Using Transgenic Mice. *Mol Neurobiol,* 57**,** 4941-4951.

OTA, V. K., SANTORO, M. L., SPINDOLA, L. M., PAN, P. M., SIMABUCURO, A., XAVIER, G., VIEIRA-FONSECA, T., ZANARDO, E. A., DOS SANTOS, F. R. C., SCHAFER, J. L., KULIKOWSKI, L. D., GALANTE, P. A. F., ASPRINO, P. F., BRIETZKE, E., GRASSI-OLIVEIRA, R., ROHDE, L. A., MIGUEL, E. C., GADELHA, A., MARI, J. J., BRESSAN, R. A., SALUM, G. A. & BELANGERO, S. I. 2020. Gene expression changes associated with trajectories of psychopathology in a longitudinal cohort of children and adolescents. *Transl Psychiatry,* 10**,** 99.

PAPASSOTIROPOULOS, A., GERHARDS, C., HECK, A., ACKERMANN, S., AERNI, A., SCHICKTANZ, N., AUSCHRA, B., DEMOUGIN, P., MUMME, E., ELBERT, T., ERTL, V., GSCHWIND, L., HANSER, E., HUYNH, K. D., JESSEN, F., KOLASSA, I. T., MILNIK, A., PAGANETTI, P., SPALEK, K., VOGLER, C., MUHS, A., PFEIFER, A. & DE QUERVAIN, D. J. 2013. Human genome-guided identification of memory-modulating drugs. *Proc Natl Acad Sci U S A,* 110**,** E4369-74.

PHILIBERT, R. A., RYU, G. Y., YOON, J. G., SANDHU, H., HOLLENBECK, N., GUNTER, T., BARKHURST, A., ADAMS, W. & MADAN, A. 2007. Transcriptional profiling of subjects from the Iowa adoption studies. *Am J Med Genet B Neuropsychiatr Genet,* 144B**,** 683-90.

PRAMPARO, T., PIERCE, K., LOMBARDO, M. V., CARTER BARNES, C., MARINERO, S., AHRENS-BARBEAU, C., MURRAY, S. S., LOPEZ, L., XU, R. & COURCHESNE, E. 2015. Prediction of autism by translation and immune/inflammation coexpressed genes in toddlers from pediatric community practices. *JAMA Psychiatry,* 72**,** 386-94.

REDEI, E. E., ANDRUS, B. M., KWASNY, M. J., SEOK, J., CAI, X., HO, J. & MOHR, D. C. 2014. Blood transcriptomic biomarkers in adult primary care patients with major depressive disorder undergoing cognitive behavioral therapy. *Transl Psychiatry,* 4**,** e442.

SALVETAT, N., CHECA-ROBLES, F. J., PATEL, V., CAYZAC, C., DUBUC, B., CHIMIENTI, F., ABRAHAM, J. D., DUPRE, P., VETTER, D., MEREUZE, S., LANG, J. P., KUPFER, D. J., COURTET, P. & WEISSMANN, D. 2022. A game changer for bipolar disorder diagnosis using RNA editing-based biomarkers. *Transl Psychiatry,* 12**,** 182.

SANCHEZ-MORA, C., SOLER ARTIGAS, M., GARCIA-MARTINEZ, I., PAGEROLS, M., ROVIRA, P., RICHARTE, V., CORRALES, M., FADEUILHE, C., PADILLA, N., DE LA CRUZ, X., FRANKE, B., ARIAS-VASQUEZ, A., CASAS, M., RAMOS-QUIROGA, J. A. & RIBASES, M. 2019. Epigenetic signature for attention-deficit/hyperactivity disorder: identification of miR-26b-5p, miR-185-5p, and miR-191-5p as potential biomarkers in peripheral blood mononuclear cells. *Neuropsychopharmacology,* 44**,** 890-897.

SERSHEN, H., GUIDOTTI, A., AUTA, J., DRNEVICH, J., GRAYSON, D. R., VELDIC, M., MEYERS, J., YOUSEFF, M., ZHUBI, A., FAUROT, K., WU, R., ZHAO, J., JIN, H., LAJTHA, A., DAVIS, J. M. & SMITH, R. C. 2021. Gene expression of methylation cycle and related genes in lymphocytes and brain of patients with schizophrenia and non-psychotic controls. *Biomarkers in Neuropsychiatry,* 5**,** 100038.

SH, Y., LIU, B., ZHANG, J., ZHOU, Y., HU, Z. & ZHANG, X. 2021. Application of Artificial Intelligence Modeling Technology Based on Fluid Biopsy to Diagnose Alzheimer's Disease. *Front Aging Neurosci,* 13**,** 768229.

SNIJDERS, C., MAIHOFER, A. X., RATANATHARATHORN, A., BAKER, D. G., BOKS, M. P., GEUZE, E., JAIN, S., KESSLER, R. C., PISHVA, E., RISBROUGH, V. B., STEIN, M. B., URSANO, R. J., VERMETTEN, E., VINKERS, C. H., CONSORTIUM, P. P. E., SMITH, A. K., UDDIN, M., RUTTEN, B. P. F. & NIEVERGELT, C. M. 2020. Longitudinal epigenome-wide association studies of three male military cohorts reveal multiple CpG sites associated with post-traumatic stress disorder. *Clin Epigenetics,* 12**,** 11.

SONG, W., WANG, W., LIU, Z., CAI, W., YU, S., ZHAO, M. & LIN, G. N. 2021. A Comprehensive Evaluation of Cross-Omics Blood-Based Biomarkers for Neuropsychiatric Disorders. *J Pers Med,* 11.

TAKAHASHI, M., HAYASHI, H., WATANABE, Y., SAWAMURA, K., FUKUI, N., WATANABE, J., KITAJIMA, T., YAMANOUCHI, Y., IWATA, N., MIZUKAMI, K., HORI, T., SHIMODA, K., UJIKE, H., OZAKI, N., IIJIMA, K., TAKEMURA, K., AOSHIMA, H. & SOMEYA, T. 2010. Diagnostic classification of schizophrenia by neural network analysis of blood-based gene expression signatures. *Schizophr Res,* 119**,** 210-8.

TIAN, Y., STAMOVA, B., ANDER, B. P., JICKLING, G. C., GUNTHER, J. R., CORBETT, B. A., BOS-VENEMAN, N. G., HOEKSTRA, P. J., SCHWEITZER, J. B. & SHARP, F. R. 2012. Correlations of gene expression with ratings of inattention and hyperactivity/impulsivity in Tourette syndrome: a pilot study. *BMC Med Genomics,* 5**,** 49.

TSUANG, M. T., NOSSOVA, N., YAGER, T., TSUANG, M. M., GUO, S. C., SHYU, K. G., GLATT, S. J. & LIEW, C. C. 2005. Assessing the validity of blood-based gene expression profiles for the classification of schizophrenia and bipolar disorder: a preliminary report. *Am J Med Genet B Neuropsychiatr Genet,* 133B**,** 1-5.

TYLEE, D. S., HESS, J. L., QUINN, T. P., BARVE, R., HUANG, H., ZHANG-JAMES, Y., CHANG, J., STAMOVA, B. S., SHARP, F. R., HERTZ-PICCIOTTO, I., FARAONE, S. V., KONG, S. W. & GLATT, S. J. 2017. Blood transcriptomic comparison of individuals with and without autism spectrum disorder: A combined-samples mega-analysis. *Am J Med Genet B Neuropsychiatr Genet,* 174**,** 181-201.

VALENTINE, M. N. Z., HASHIMOTO, K., FUKUHARA, T., SAIKI, S., ISHIKAWA, K. I., HATTORI, N. & CARNINCI, P. 2019. Multi-year whole-blood transcriptome data for the study of onset and progression of Parkinson's Disease. *Sci Data,* 6**,** 20.

VAN DER ZEE, Y. Y., EIJSSEN, L. M. T., MEWS, P., RAMAKRISHNAN, A., ALVAREZ, K., LARDNER, C. K., CATES, H. M., WALKER, D. M., TORRES-BERRIO, A., BROWNE, C. J., CUNNINGHAM, A., CATHOMAS, F., KRONMAN, H., PARISE, E. M., DE NIJS, L., SHEN, L., MURROUGH, J. W., RUTTEN, B. P. F., NESTLER, E. J. & ISSLER, O. 2022. Blood miR-144-3p: a novel diagnostic and therapeutic tool for depression. *Mol Psychiatry*.

VAN HEERDEN, J. H., CONESA, A., STEIN, D. J., MONTANER, D., RUSSELL, V. & ILLING, N. 2009. Parallel changes in gene expression in peripheral blood mononuclear cells and the brain after maternal separation in the mouse. *BMC Res Notes,* 2**,** 195.

WAGH, V. V., VYAS, P., AGRAWAL, S., PACHPOR, T. A., PARALIKAR, V. & KHARE, S. P. 2021. Peripheral Blood-Based Gene Expression Studies in Schizophrenia: A Systematic Review. *Front Genet,* 12**,** 736483.

WALTON, E., HASS, J., LIU, J., ROFFMAN, J. L., BERNARDONI, F., ROESSNER, V., KIRSCH, M., SCHACKERT, G., CALHOUN, V. & EHRLICH, S. 2016. Correspondence of DNA Methylation Between Blood and Brain Tissue and Its Application to Schizophrenia Research. *Schizophr Bull,* 42**,** 406-14.

WANG, Y., CHENG, C., ZHANG, Z., WANG, J., WANG, Y., LI, X., GAO, R., WANG, Z., FANG, Y., WANG, J., WANG, M., FAN, Q., PERIYA, S., ZHANG, H., TSUANG, M. T. & LIEW, C. C. 2018. Blood-based dynamic genomic signature for obsessive-compulsive disorder. *Am J Med Genet B Neuropsychiatr Genet,* 177**,** 709-716.

WITTENBERG, G. M., GREENE, J., VERTES, P. E., DREVETS, W. C. & BULLMORE, E. T. 2020. Major Depressive Disorder Is Associated With Differential Expression of Innate Immune and Neutrophil-Related Gene Networks in Peripheral Blood: A Quantitative Review of Whole-Genome Transcriptional Data From Case-Control Studies. *Biol Psychiatry,* 88**,** 625-637.

XU, W., ZHAO, M., LIN, Z., LIU, H., MA, H., HONG, Q., GUI, D., FENG, J., LIU, Y., ZHOU, W. & LIU, H. 2020. Increased expression of plasma hsa-miR-181a in male patients with heroin addiction use disorder. *J Clin Lab Anal,* 34**,** e23486.

YANG, R., DAIGLE, B. J., JR., MUHIE, S. Y., HAMMAMIEH, R., JETT, M., PETZOLD, L. & DOYLE, F. J., 3RD 2013. Core modular blood and brain biomarkers in social defeat mouse model for post traumatic stress disorder. *BMC Syst Biol,* 7**,** 80.

YAO, F., ZHANG, K., FENG, C., GAO, Y., SHEN, L., LIU, X. & NI, J. 2021. Protein Biomarkers of Autism Spectrum Disorder Identified by Computational and Experimental Methods. *Front Psychiatry,* 12**,** 554621.

ZHU, L., WU, X., XU, B., ZHAO, Z., YANG, J., LONG, J. & SU, L. 2021. The machine learning algorithm for the diagnosis of schizophrenia on the basis of gene expression in peripheral blood. *Neurosci Lett,* 745**,** 135596.

How the deposited data were processed for this re-analysis (not part of the article)

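The deposited data of the mouse study by Ferguson and colleagues were used, with 146 TagSeq libraries of whole blood, amygdala, hypothalamus and prefrontal cortex from 37 C57BL/6J mice. Sex, treatment (CIE or Air), tissue and mouse were taken from the sample labels, and the treatment terms of the labels were tied to CIE and Air by the study design. Males gave 8 CIE and 10 Air mice in each tissue. Females gave 10 CIE mice in each tissue, and 9 Air mice in blood and prefrontal cortex and 8 in amygdala and hypothalamus. The labels state 10 mice per group, and the mice without libraries could not be examined.

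The authors trimmed adapters, aligned the reads and deposited the number of reads counted on each gene for each library, as raw counts without normalization. The aligner, counting program, genome build and annotation are not given in the sources used here. Each count table holds 92 ERCC spike-ins and 5 summary lines for reads not assigned to a gene, which were left out. The authors also deposited log2 values made with voom for each tissue and sex. Recomputing them from the counts gave log2 of the count plus 0.5 over the library size, up to 1 constant per library, and showed that 4 summary lines had been kept in each table and in the library sizes, and that Gnai3 was missing from all 8 tables. Gene symbols and places came from the GENCODE M21 annotation of GRCm38, in which 54487 of 55385 identifiers matched with their version, 657 without it, and 241 did not match.

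Depth was measured as the reads counted on genes. Its median was 1156015 in blood, 2350460.5 in amygdala, 2425263.5 in hypothalamus and 2421871 in prefrontal cortex, and the lowest library, in blood, had 683566. By group, the medians in amygdala were 2186743.5 in Air and 2195362.5 in CIE females and 2760790 in Air and 2913754 in CIE males. In hypothalamus they were 2239320, 2225621, 2412596 and 2982674.5 in the same order, and in prefrontal cortex 2099612, 2334488, 2571313 and 3090038.5. A blood library detected a median of 16011 genes. Summary lines held a median of 34.1% of the reads in blood and 28.7% to 30.5% in the brain regions, and globin genes held 0.169% of gene counts in blood. No pair of libraries within a group was closer than sampling noise, with a lowest chi-square per degree of freedom of 1.41 and 0 identical libraries. Xist and the Y-chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty were checked against the labelled sex, and globin genes, Alas2 and Snap25 against the tissue.

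CIE was compared with Air in each tissue and sex by edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr at a minimum count of 10 and a minimum total of 15, and the quasi-likelihood test. P values were adjusted by Benjamini-Hochberg within each of the 8 comparisons, with a threshold of 0.05. The sex-by-CIE term was tested in each tissue and the tissue-by-CIE term for blood and each brain region in each sex. The mouse that gave both tissues was a replicate block only in alternatives. Genes were named by a fixed rule: the 10 cell-cell signaling genes and Jak1, Jak2 and Tyk2 named in the paper, the genes for label checks, the up-regulated and the down-regulated gene of smallest adjusted p in each comparison, or the gene of smallest p where none passed, the genes called in both blood and a brain region, and the gene of smallest adjusted p for the sex-by-CIE term in each tissue, of which the last 2 parts named none. Some of the signaling genes are not reported here. B2m, the genes called for the tissue-by-CIE term and the genes called under alternatives fall outside the rule and were chosen after their values were seen. The AUC, accuracy and rho values that the paper prints were seen before the rule was written.

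The within-mouse rho between blood and brain was Spearman's rho of log2 CPM, with a prior count of 2, across genes passing the filter in either tissue. Classifiers were fitted with glmnet 4.1.10 (elastic net, alpha 0.5, penalty chosen in 5 inner folds), ranger 0.17.0 (1000 trees) and a PLSDA of 2 components, with each mouse left out in turn and features standardised within the training mice. Their accuracies have 95% Wilson intervals. Lists for 9 pathways were tested with camera of limma 3.58.1 on voom values, with an inter-gene correlation of 0.01 and adjustment over 72 tests. Modules were formed in blood by average linkage on the signed correlation raised to the power 6, for 5000 genes, at the height giving the most modules of at least 30 genes among heights whose modules had an average correlation of at least 0.3, and tested against 1000 random gene sets. The height rule first written had no such floor. It recovered 0 of 5 planted modules in simulated data, and it was replaced, after its result on the real data had been seen, by the rule with the floor, which recovered 5 of 5.

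Marker lists were summarised as the mean log2 CPM over their genes in each mouse, and CIE was compared with Air by two-sided exact permutation over mice. The blood lists were for neutrophils, B cells, T cells, NK cells, monocytes, erythroid cells and platelets, and the brain lists for neurons, astrocytes, oligodendrocytes, microglia, endothelial cells, choroid plexus and pituitary. A liver list, a list of the hypothalamic peptide genes Hcrt, Pmch, Oxt and Avp, and antigen presentation genes led by H2-D1, H2-K1, B2m and Ccl5 were added after the data were seen. Carry-over of brain transcripts into blood was measured as the blood level of the neuron list as a percent of its brain level in the same mouse. Permutation p values of correlations used 100000 resamples.

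The comparisons were repeated on other assignments of the same mice to CIE and Air in groups of the same sizes. There were 100 assignments for single-tissue tests, overlaps, pathway lists and blood classifiers, 80 for the sex-by-CIE term, 40 for the tissue-by-CIE term and 50 for brain classifiers, the true one included. The tests were also run on simulated data. With 200 genes changed by a factor of 4, edgeR recovered between 97.5% and 100.0% of them in the 8 comparisons, and between 94.0% and 99.0% for the sex-by-CIE term.

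Alternatives set before the data were examined were RLE normalization, DESeq2 1.42.0, limma on the deposited voom values, voomWithQualityWeights, other filters on low counts, other thresholds, globin genes left out, both sexes together, each mouse left out, other gene sets for rho, other features and model settings for the classifiers, an estimated inter-gene correlation and fry for the lists, and other references, sexes and powers for the modules. Those added after the data were seen were a library batch covariate in female brain, subtraction of carried-over signal from blood, classifiers on genes higher in blood than in brain, the level in blood as a share of brain, pathway tests with the neuron-list share or level as a covariate, the NK cell list without Gzma and set against other lists of white cells, and the module height rule without a floor. Tables were handled with data.table 1.17.8, pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.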

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

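All tests of explanations in this part were chosen after the results were seen, apart from the random assignments of mice and the test of the blood module against brain transcripts.

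A sample far from the others was looked for in 50 groups of 4 to 10 mice, and 2 groups had one, where chance gives about 1 in 20. In Plet1, an Air male (mouse 15) had 149.6 CPM in blood and the other Air males lay between 33.5 and 87.9. Without this mouse the log2 fold change of Plet1 in male blood was -2.26, and the gene remained past the threshold. In the neutrophil list, a CIE male (mouse 18) had a mean log2 CPM of 6.36 and the other CIE males lay between 4.15 and 5.18. Without this mouse 2 genes passed in male blood in place of 1. No technical or biological explanation was tested for either mouse.

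The response to CIE differed between blood and brain in 2 genes for female amygdala (Mthfd2 and B230209E15Rik), 7 for male amygdala (Hp, Mgst1, H2-Q10, F10, C3, Apoc1 and Wfdc21), 2 for male hypothalamus (H2-Q10 and Hp) and 2 for male prefrontal cortex (H2-Q10 and Apoc1), by the tissue-by-CIE term of edgeR. At a share under 0.05, not adjusted over the results tested, chance can be excluded for male amygdala, where 1 of 40 assignments gave as many genes. The same holds for male prefrontal cortex, with 1 of 40. These assignments do not address a batch effect. Chance cannot be excluded for female amygdala, with 7 of 40, or for male hypothalamus, with 2 of 40. In female hypothalamus and prefrontal cortex 0 genes passed by edgeR, with 1616 and 1295 at an unadjusted p under 0.05 and 0 by limma, so that 40 of 40 assignments give as many by construction, which says nothing about chance. The same mouse gives both tissues. With the mouse as replicate block in the edgeR fit, 1 gene passed for female amygdala, 3 for male amygdala, 5 for male hypothalamus and 1 for male prefrontal cortex, and with limma's duplicateCorrelation 0 passed in each, at a within-mouse correlation between -0.0247 and 0.00422. Hp and Apoc1 belong to the liver list, and their part of the difference may come from the liver transcripts in the brain libraries of 4 CIE males, 11 of whose 12 libraries also held more Xist than every other male library of the region. H2-Q10 had log2 differences of 4.86 in amygdala, 4.79 in hypothalamus and 4.96 in prefrontal cortex, of the size seen for Hp. Whether H2-Q10, Mgst1, F10, C3 and Wfdc21 follow the same 4 males is not given here, so their differences cannot be credited to CIE. For Mthfd2 and B230209E15Rik a difference between blood and brain in the response to CIE stays open and was not tested further.

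Liver transcripts were found in brain. In the amygdala of 4 male CIE mice (mice 1 to 4) the median of Alb was 105.9 CPM, and no other male amygdala library exceeded 4.43. The same 4 mice were high in hypothalamus (median 120.9) and prefrontal cortex (126.0), and the median of the liver list in their amygdala was 22.2 CPM, beside 0.615 in Air males. No Air male was high, so within males the pattern goes with treatment. Among females, however, 10 of 25 Air libraries and 15 of 30 CIE libraries of brain held more than 50 CPM of Alb, which argues against CIE as the cause. In the 4 males, Xist, which male cells hardly transcribe, was above every other male library of the same region in 11 of 12 libraries, with a median of 8.76 CPM in amygdala beside 0.847 in Air males. This is consistent with material or reads from other samples, females among them, in these libraries. Whether it entered at dissection, at library preparation or in sequencing cannot be read from the counts and was not tested. In DESeq2 the male brain calls were mostly of this kind: 73 of 87 genes called higher in CIE amygdala, 64 of 71 in hypothalamus and 62 of 62 in prefrontal cortex were higher in each of these 4 mice than in any other male. Without a filter on low counts the shares were 104 of 111, 98 of 108 and 103 of 104.

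Transcripts of brain marker genes were found in blood. The neuron list had a median of 15.83% of its brain level in male blood and 7.167% in female blood, and astrocyte genes (18.7% and 7.14%) and oligodendrocyte genes (24.6% and 12.3%) were present too. Male blood also held a mean of 23.26 CPM of Xist. Brain RNA of the same mouse is argued against as the source of this Xist, since male brain held only 2.60 to 2.66 CPM. The male level of Xist was 14.93% of that in female blood (155.8 CPM), and Y-chromosome genes in female blood stood at 11.4% of their level in male blood, while in amygdala, hypothalamus and prefrontal cortex Xist in males stood at 1.11%, 1.12% and 0.971% of females. These values are consistent with reads of other libraries of the study, of brain and of the other sex, in the blood libraries. Mixing of RNA or libraries at the bench and misassigned reads on the sequencer cannot be told apart from counts, and neither was tested.

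Other blood results follow the same share. For 9 of the 10 named signaling genes, Kcnn4 aside, the median blood level was 7.636% of brain in females, close to the neuron list, which is consistent with reads from brain libraries as the source. Transcription of these genes in blood cells cannot be told apart from it, since the lowest neuron-list share of any blood library was 4.04% and no library was free of these markers. The within-mouse rho rose with the share in all 6 groups of sex and region, with a lowest Pearson r of 0.698 in female hypothalamus (permutation p = 0.00089, Spearman's rho 0.628, permutation p = 0.00606), which fell to 0.442 without the 2 mice farthest from the median. The other Pearson values were 0.733 in female and 0.899 in male amygdala, 0.825 in male hypothalamus, and 0.777 and 0.910 in prefrontal cortex. For the blood module of 808 brain-abundant genes, reads from brain libraries and co-expression in blood cells cannot be told apart. The module was formed on correlation and holds the 7 genes of the neuron list, so a correlation with the share is built in. Over its 801 other genes, Pearson's r with the share was 0.794 in females and 0.949 in males. Without the 2 mice farthest from the median it was 0.668 and 0.916. The share itself did not differ detectably between treatments, at 8.56% ± 2.87 (SD) in CIE and 6.70% ± 1.92 in Air females (exact permutation p = 0.119) and 17.4% ± 5.58 in CIE and 15.3% ± 3.4 in Air males (exact permutation p = 0.333). The difference in share between the sexes, at differing depth, was not explained.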

How the results depend on the processing

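The alternatives described here as added were chosen after the data were seen, and the others were set beforehand. Among the values that answer a comparison, 362 kept their direction and their side of the threshold or stayed within the spread under an alternative, and 144 moved. Among those for single genes, lists and treatment differences, 334 were kept, 63 fell short of the threshold, 15 newly passed it and 10 reversed. The cause of a change was not tested unless a cause is named.

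The number of DEGs depended on the tool and the filter. DESeq2 gave 12 in female and 3 in male blood, 4 in female hypothalamus and 2 in female prefrontal cortex, and in males 93 in amygdala, 83 in hypothalamus and 70 in prefrontal cortex, on genes without the filter of edgeR. Without a filter on low counts there were 4 in female and 5 in male blood, and 114, 116 and 110 in the same male regions, with Alb among the 5 of smallest p in each. With at least 10 counts in every mouse there were 7 in female blood, 0 in male blood, where Plet1 was then not tested, and 1 in female hypothalamus. Limma on the voom values gave 0 in female hypothalamus, and voomWithQualityWeights gave 1 in male hypothalamus and 2 in male prefrontal cortex. With both sexes together there were 6 in blood, 3 in hypothalamus and 0 in amygdala and prefrontal cortex. At an adjusted p under 0.1 there were 1 in male hypothalamus and 3 in male prefrontal cortex. At an unadjusted p under 0.05, a looser threshold by construction, there were 1066 in female and 515 in male blood, 543 and 1166 in amygdala, 721 and 991 in hypothalamus and 516 and 721 in prefrontal cortex. RLE normalization and leaving out globin genes moved none of the 8 counts by more than 1.5 times, and RLE shifted the median log2 fold change of female blood from -0.02 to 0.0066. Low-depth libraries were not left out in any fit, since no library was low enough to qualify, so that alternative has no value. In female brain a library batch covariate, added, gave 3 genes in hypothalamus and 0 in amygdala and prefrontal cortex (698 and 354 at an unadjusted p under 0.05).

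Leaving out 1 mouse moved the counts between 2 and 4 in female blood, 1 and 2 in male blood, 0 and 1 in female amygdala, 0 and 2 in male amygdala, 0 and 3 in female hypothalamus, 0 and 7 in male hypothalamus, and 1 and 4 in male prefrontal cortex, and left 0 in female prefrontal cortex. The count was 4 in female blood without Air mouse 28, and 2 in male blood without CIE mouse 5, Air mouse 7 or CIE mouse 18. It was 1 in female amygdala without CIE mouse 22. In male amygdala it was 1 without CIE mouse 5 or 20 and 2 without CIE mouse 16 or 18. In male hypothalamus it was 7 without CIE mouse 5, 2 without Air mouse 8 and 1 without Air mouse 12, 14 or 15. In male prefrontal cortex it was 4 without CIE mouse 16 and 2 without CIE mouse 5, 18 or 20 or Air mouse 15. In female hypothalamus it was 1 without Air mouse 26 and 0 without CIE mouse 21, 24, 25, 31, 32, 34 or 35 or Air mouse 27, 28, 29, 30, 37, 39 or 40. Among named genes, B2m fell short of the threshold in 15 of these fits (log2 fold change 0.61 to 0.72) and Ccl5 in 7 of the 10 fits in which it passed the filter (2.42 to 2.93). Alb in male amygdala newly passed in 4 fits (4.14 to 4.86), as did Hspa1b in male hypothalamus (-1.74 to -1.45). Apol11a, Gzma, Plet1 and Hcrt passed in every such fit, and H2-D1 in none (0.82 to 1.08 in amygdala, 0.63 to 0.81 in prefrontal cortex).

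The tissue-by-CIE counts with the mouse as replicate block were 1 in female amygdala, 3 in male amygdala, 5 in male hypothalamus and 1 in male prefrontal cortex, and 0 in each with limma's duplicateCorrelation. With the block Pde7b newly passed in male amygdala and Apoc1, Plet1 and Plin2 in male hypothalamus. B230209E15Rik no longer passed in female amygdala, Mgst1, H2-Q10, F10, C3 and Wfdc21 in male amygdala, and H2-Q10 in male prefrontal cortex. The sex-by-CIE term gave 0 genes in all 4 tissues by edgeR with TMM, with RLE, without a filter and by limma voom, with 619, 559, 789 and 595 genes at an unadjusted p under 0.05 in blood, amygdala, hypothalamus and prefrontal cortex. The overlap of blood and brain DEGs was 0 at adjusted p under 0.05 and 0.1, and at an unadjusted p under 0.05 it was 37, 63 and 26 genes in females and 40, 52 and 31 in males for amygdala, hypothalamus and prefrontal cortex. The correlation of log2 fold changes moved to 0.008 for female hypothalamus with the voom values and to 0.242 for female prefrontal cortex over genes at an unadjusted p under 0.05 in blood.

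The within-mouse rho depended on the genes taken. Over all genes with at least 1 count it was 0.789, 0.792 and 0.793 in females and 0.849, 0.845 and 0.848 in males for amygdala, hypothalamus and prefrontal cortex. Over genes passing in both tissues it was 0.293, 0.283 and 0.282 in females and 0.473, 0.470 and 0.467 in males. With the carried-over brain signal subtracted, added, it was 0.209, 0.244 and 0.205 in females and 0.262, 0.274 and 0.254 in males. In that setting the CIE minus Air difference reversed in all 6 groups, to -0.0322, -0.0262 and -0.0320 in females and -0.0125, -0.0189 and -0.0114 in males. None of these differences passed after adjustment in any setting.

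The classifiers moved most when genes were chosen on all mice, the mouse left out included, which lets its label into the training. AUC then was 0.978 for LR, 0.944 for RF (accuracy 89.5%) and 0.978 for PLSDA in females, and 1 for LR (94.4%), 0.875 for RF (88.9%) and 1 for PLSDA (100% correct) in males. With genes chosen in the training mice only, PLSDA in females reached 0.978 and RF in males 0.713. An alpha of 0.1 lowered LR in females to 0.767. The 500 genes of highest variance raised RF in males to 0.812 (83.3%) and PLSDA to 0.85. On genes higher in blood than in brain, added, AUC in males was 0.5 for LR, 0.7 for RF and 0.863 for PLSDA, and in females it stayed within 1 standard error.

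The pathway calls rested on the preset inter-gene correlation. With the correlation estimated, and with fry, 1 list passed in female amygdala (Interferon, adjusted p 0.0371 and 0.0289) and 0 in each of the other 7 comparisons, and no list was shared by blood and brain in females (0 pairs of list and region). Camera on the voom values left Oxidative Phosphorylation shared with the same 2 regions. In female blood the neuron-list level as covariate, added, left 0 lists, and it reversed camera's direction for the glutamate receptor list (adjusted p 0.0999) and the NFKB list (0.671), though the NFKB median, at -0.03, stayed below 0. The neuron-list share as covariate, added before it, left 4. In male blood either covariate kept the Interferon list (adjusted p 0.00320 with the share and 0.0330 with the level), lost the glutamate receptor list (0.340 and 0.786) and newly passed the EIF2 list (0.0230 and 0.0330).

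The share of blood modules preserved was lower with either sex alone than with all mice. With females alone it was 27.3% in amygdala, 9.09% in hypothalamus and 22.7% in prefrontal cortex, and with males alone 25.0%, 30.0% and 10.0%. These fits have fewer mice, and a difference between the sexes was not tested. At power 1 it was 76.9%, 53.8% and 38.5%. Of modules found in a region, 70.0% for amygdala, 78.3% for hypothalamus and 43.8% for prefrontal cortex were preserved in blood. The height rule without a floor, which was the first written and failed on simulated modules after its real values had been seen, gave 13 blood modules and the same percentages as the rule with a floor (76.9%, 53.8% and 30.8%).

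For the marker lists, the deposited voom values raised the brain lists past the threshold to 1, choroid plexus in male hypothalamus (difference 0.90, adjusted p 0.0444). The endothelial list in male amygdala reversed to -0.0241 with the median over genes. Among named genes, Apol11a fell short with limma on the voom values (adjusted p 0.0510, beside 3.64e-08 to 0.00312 over its other settings), and Hcrt with both sexes together (0.578, beside 3.73e-10 to 0.0114). Jak1 in female blood reversed to 0.0042 with RLE.

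Depth limits which genes can be tested in blood. Blood libraries had a median of 1156015 gene counts, and 7849 genes were tested in female and 9584 in male blood, against at least 12283 in each brain comparison. With a change by a factor of 2, the test recovered 85.0% of simulated genes in female and 84.5% in male blood, and at least 91.5% in brain, and whether depth or the spread between mice sets this was not tested. Cacna1b was too low to be tested in female blood.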

Differences from the paper's values

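The lowest group mean of rho between blood and brain transcript levels was 0.422 (SD 0.0275, Air females, prefrontal cortex), and the paper's reported lower end is 0.50. All 5 alternatives set before the data were examined also differ from the paper's lower end: 0.244 over genes passing the filter in both tissues, 0.786 over all genes with at least 1 count, 0.422 without globin genes, 0.446 with the deposited voom values and 0.441 with group means taken over mice first. With the carried-over brain signal subtracted, chosen after seeing the values, the lowest mean was 0.190, farther from the paper's. Averaged over sex and treatment in each region, a wider grouping, rho was 0.532 in amygdala, 0.543 in hypothalamus and 0.521 in prefrontal cortex, each within 1 SD (the smallest SD was 0.0870, in hypothalamus) of the paper's lower end. The highest group mean was 0.633 (SD 0.0724, CIE males, amygdala), and the paper's upper end of 0.67 is within that spread. The voom values gave 0.659, group means first 0.656 and the globin-free genes 0.633, while the genes passing in both tissues gave 0.497 and all genes with at least 1 count 0.853, which differ from the paper's.

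None of the 12 AUC and accuracy values of Table 2 differs from the values found here by more than the error. In males the order of the classifiers is not that of Table 2. There the paper's AUC is highest for PLSDA (the paper's 0.805, beside the paper's 0.759 for LR), and here it was 0.675 for PLSDA and 0.75 for LR. PLSDA had the highest AUC in males with the 500 genes of highest variance in the training set (0.85, LR 0.812), in the 5-fold scheme (0.744, LR 0.626), with the voom values (0.662) and on genes higher in blood than in brain (0.863, LR 0.5), a setting chosen after seeing the values. It also exceeded LR where LR took an alpha of 0.1 or 0.9. With 3 components it reached 0.725, below LR. Accuracies of 77.8%, the paper's value for PLSDA in males, were reached with the 500 genes of highest variance, with 3 components and on genes higher in blood. The settings that move a value of Table 2 both beyond the error and by more than 1.5 times are RF in males over 100 genes chosen on all mice (AUC 0.875, the paper's 0.582) and PLSDA in males with 1 component (50.0% correct, the paper's 77.8%). Several others move a value beyond the error by less than 1.5 times, and the 100 genes chosen on all mice do so for LR in males (94.4%, the paper's 66.7%), RF in males (88.9%, the paper's 61.1%) and PLSDA in males (100% correct, the paper's 77.8%). The paper's accuracy of RF in females, 77.8%, is not a whole number of 19 mice.

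The paper states that networks perturbed in blood and brain overlap considerably, and names 9. Counting a list as shared when it passed in the same direction in blood and a brain region of the same sex, 1 of the 9 was shared, Oxidative Phosphorylation in females, with 2 regions. The same held with camera on the deposited voom values, and no list was shared with the estimated correlation or with fry. The set also changes with the neuron-list covariates in blood, chosen after seeing the values and adjusted over the blood tests alone. EIF2 signaling then passed in male blood (0.0230 with the share and 0.0330 with the level), upward as in male hypothalamus and prefrontal cortex, and Oxidative Phosphorylation stayed past the threshold in female blood with the share (1.02e-05) and not with the level (0.218). GABA receptor signaling (camera adjusted p = 9.22e-05 in female blood) and glutamate receptor signaling (9.22e-05) passed in blood but in no brain region, where their adjusted p lay between 0.119 and 0.998. B cell receptor (9.22e-05) and NFKB signaling (0.0270) passed in female blood only. EIF2 signaling passed in male hypothalamus (0.00415) and prefrontal cortex (0.00557) and without a covariate not in blood (0.239). Endocannabinoid signaling (lowest adjusted p 0.289, in male prefrontal cortex) and the protein ubiquitination pathway (0.0734, in male prefrontal cortex) passed nowhere. The lists used here were written from general knowledge and are not those of the paper.

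The paper describes immune networks as similarly perturbed in blood and brain. The Interferon list fell in male blood (median log2 fold change -0.18) and rose in male amygdala (0.10) and hypothalamus (0.15), and in females it rose in amygdala (0.10) and hypothalamus (0.06) without passing in blood (-0.10). With the estimated correlation, and with fry, only its rise in female amygdala passed.

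The paper states that a small set of DEGs overlapped between blood and brain. By edgeR 0 genes were called in both at an adjusted p under 0.05 or under 0.1, with 26 to 63 genes shared at an unadjusted p under 0.05. No other tool was run for the overlap.

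The paper states that co-expression networks were conserved more than single genes. By preservation of correlation 10 of 13 blood modules were preserved in amygdala, 7 in hypothalamus and 4 in prefrontal cortex with all mice, and between 9.09% and 30.0% of modules with 1 sex alone, depending on region. This measure has no value for single genes, so it does not test the statement. By correlation across mice, the median was -0.149, -0.127 and -0.0917 for module means and -0.0234, -0.0289 and -0.0267 for single genes. These gaps lie within the SD over modules (0.157, 0.205 and 0.150). That SD is the spread of single modules and not the error of a median, so it cannot decide a ranking. A difference between module means and single genes was not tested. With males alone the medians were -0.0131, -0.0247 and -0.0798 for module means and -0.0069, -0.0342 and -0.0532 for single genes. With females alone they were -0.205, -0.179 and -0.0833 for module means and -0.0384, -0.0295 and -0.0028 for single genes.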

Other observations

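The tests of explanations below were chosen after the results were seen, apart from the random assignments of mice and the test of the T cell list in female brain, which were set beforehand.

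Assigning the mice at random to groups of the same sizes shows which counts chance can give. Below, chance is called excluded where a share under 0.05 of the assignments, the true one included, gave as much. This share is not adjusted over the many results tested. It also takes the mice as exchangeable, although mice of neighbouring numbers share a treatment and Ttr differed between such sets. A batch effect is therefore not addressed by it. For DEGs chance is excluded in this sense in female blood, where 4 of 100 assignments gave as many, and in male blood (3 of 100). Other assignments gave up to 514 genes in female blood and 76 in male blood. The same sense holds for female hypothalamus (1 of 100) and male prefrontal cortex (2 of 100). In female amygdala, male amygdala, male hypothalamus and female prefrontal cortex edgeR called 0 genes (DESeq2 0, 93, 83 and 2, limma on the voom values 0 in each), so that 100 of 100 assignments give as many by construction, which says nothing about chance. By the number of genes at an unadjusted p under 0.05, chance can be excluded in none of the 8 comparisons, with 9 of 100 assignments as high in female blood (1066 genes), 33 in male blood (515), 39 in female amygdala (543), 12 in male amygdala (1166), 22 in female hypothalamus (721), 11 in male hypothalamus (991), 47 in female prefrontal cortex (516) and 29 in male prefrontal cortex (721). For the sex-by-CIE term, where edgeR and limma voom called 0 genes (619 in blood, 559 in amygdala, 789 in hypothalamus and 595 in prefrontal cortex at an unadjusted p under 0.05 by edgeR), 80 of 80 assignments give as many in each tissue by construction too.

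No gene was shared by blood and brain at an adjusted p under 0.05 by edgeR, the tool run for it, so that 100 of 100 assignments give as many in each region and sex by construction, which says nothing about chance. At an unadjusted p under 0.05, chance can be excluded for female hypothalamus alone, with 3 of 100. It cannot be for female amygdala (10 of 100), female prefrontal cortex (18), male amygdala (18), male hypothalamus (8) or male prefrontal cortex (20). For the correlation of log2 fold changes it can be excluded nowhere, with 71 of 100 in female amygdala, 7 in female hypothalamus, 8 in female prefrontal cortex, 25 in male amygdala, 31 in male hypothalamus and 33 in male prefrontal cortex.

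For the number of pathway lists chance can be excluded in no tissue, with 8 of 100 assignments in female blood, 62 in male blood, 14 in female and 51 in male amygdala, 43 in female and 27 in male hypothalamus, and 41 in female and 34 in male prefrontal cortex. For pairs of list and region shared in direction with blood it can be excluded in females (4 of 100), and in males, with 0 such pairs, 100 of 100 assignments give as many by construction.

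For the classifiers in blood chance can be excluded by AUC in females for LR (1 of 100) and PLSDA (4 of 100) and not for RF (5 of 100). In males it cannot be excluded by AUC for LR (6 of 100), RF (32 of 100) or PLSDA (13 of 100). By accuracy it can be excluded in females for LR (2 of 100) and PLSDA (2) and not for RF (9), and in males for LR (4) and not for RF (30) or PLSDA (17). Over the other assignments the median AUC was 0.1 for LR, 0.311 for RF and 0.389 for PLSDA in females and 0.188, 0.325 and 0.45 in males, so that 0.5 is not the level of chance when 1 mouse is left out at a time. The same classifiers in brain gave AUC of 0, 0.138 and 0.412 for LR, RF and PLSDA in female amygdala (50, 33 and 20 of 50 assignments as high, the first by construction), 0.637, 0.675 and 0.812 in male amygdala (8, 2 and 1 of 50), 0.15, 0.412 and 0.5 in female hypothalamus (16, 9 and 12), 0.775, 0.562 and 0.725 in male hypothalamus (4, 7 and 3), 0.178, 0.211 and 0.167 in female prefrontal cortex (25, 37 and 46) and 0.613, 0.512 and 0.825 in male prefrontal cortex (7, 7 and 1). By AUC, chance can be excluded for RF and PLSDA in male amygdala and for PLSDA in male prefrontal cortex, and by accuracy for none of these (15, 3 and 5 of 50). There 4 of the 8 CIE males also carry liver transcripts, so that CIE and these transcripts are confounded.

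Cell marker lists in blood were compared between CIE and Air. In females the NK cell list was lower in CIE by a log2 difference of -0.63 (exact permutation p = 2.17e-05, the smallest these mice can give, adjusted over 14 tests 0.000303), with all 10 CIE mice below every Air mouse. Without Gzma, added because Gzma is called in female blood, it was -0.54 (exact permutation p = 2.17e-05). B cells changed by -0.41 (exact permutation p = 0.0127, adjusted 0.0888), T cells by -0.21 (adjusted 0.196), erythroid cells by 0.58 (adjusted 0.230), monocytes by 0.12, neutrophils by 0.05 and platelets by -0.05 (adjusted 0.867 in each). In males neutrophils changed by -0.83 (exact permutation p = 0.0288, adjusted 0.134) and NK cells by -0.31 (adjusted 0.274), and B cells (0.12), T cells (0.12), monocytes (-0.15), erythroid cells (-0.04) and platelets (-0.05) had an adjusted p of 0.867. Dilution of all white cells by erythroid transcripts would lower these lists alike. In females the NK list fell further than the mean of the B and T lists by -0.32 (exact permutation p = 0.0469), but without Gzma the margin was -0.2323 (exact permutation p = 0.121). Against the mean of the B, T, neutrophil and monocyte lists, a reference chosen after the lists had been seen, it was -0.52 (exact permutation p = 0.00893), and -0.43 without Gzma (exact permutation p = 0.0248). In males the margin was -0.43 against the B and T lists (exact permutation p = 0.0202) and -0.40 without Gzma (exact permutation p = 0.0337), and against the 4 lists -0.13 (exact permutation p = 0.473) and -0.09 (exact permutation p = 0.612). As the outcome depends on Gzma in females and on the reference in males, and the NK list itself did not pass in males, dilution and a fall of the NK list alone cannot be told apart. A fall in NK cells and a fall in their transcripts per cell stay open, and neither was tested.

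Female blood had more GABA and glutamate receptor transcripts in CIE. A larger share of brain reads in CIE mice is a candidate explanation. With the neuron-list share as covariate both lists stayed past the threshold (adjusted p 0.000178 and 0.0239), but the neuron list itself kept a median log2 difference of 0.34, so this covariate removed only part of its rise. With the neuron-list level as covariate, chosen after that, neither passed (0.218 for GABA and 0.09987 for glutamate), and the B cell receptor (0.786), NFKB (0.671) and Oxidative Phosphorylation (0.218) calls of the same comparison were lost too. The covariates part, so a share of brain reads and a change in blood cells cannot be told apart here. In male blood the glutamate list no longer passed with the share as covariate (0.3404), which is consistent with brain reads. A response of blood cells to CIE was not tested apart from these.

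Antigen presentation genes were higher in the brain of CIE females. H2-D1 (ENSMUSG00000073411.12, chromosome 17 of GRCm38 from 35262730 to 35267499) had the smallest p in amygdala (75.0 ± 25.5 CPM in CIE and 40.3 ± 13.7 in Air, log2 fold change 0.93, edgeR adjusted p = 0.620) and in prefrontal cortex (63.2 ± 17.2 and 38.0 ± 7.36, log2 fold change 0.73, edgeR adjusted p = 0.626, DESeq2 0.0225, range over the other settings 0.0781 to 0.834), and was higher than the Air median in 10 of 10 CIE mice in both. Alas2, a blood transcript, exceeded 50 CPM in every male brain library (8 CIE and 10 Air in each region, 201.5 to 539.2 CPM) and in some female ones (1 CIE and 4 Air in amygdala, 6 and 4 in hypothalamus, 1 and 3 in prefrontal cortex), and its source was not tested. Among hypothalamus libraries low in Alas2, H2-D1 was higher in CIE by 1.1266 (4 CIE and 4 Air mice, exact permutation p = 0.0286, the smallest these numbers allow), which argues against blood or reads from blood libraries. In amygdala the difference among low libraries was 1.17 (9 CIE and 4 Air mice, exact permutation p = 0.00140) and in prefrontal cortex 0.86 (9 and 6 mice, exact permutation p = 0.0002), again the smallest these numbers allow. Among libraries high in Alas2 it was 0.42 in hypothalamus (exact permutation p = 0.0333), and the other regions had 1 CIE library each (0.30 and -0.14). A library batch is argued against as well, since 3 genes, Ccl5 (2.68), B2m (0.69) and H2-D1 (0.76), were called in hypothalamus with the batch as covariate, where H2-K1 (0.70) had an adjusted p of 0.147. T or NK cells in the tissue stay open. The T cell list in hypothalamus was higher by 3.86 summed CPM (exact permutation p = 0.2204), which does not pass. The list came to 330.5 summed CPM in CIE amygdala, nearly all of it Bcl11b (log2 CPM 8.31), so brain tissue expresses part of it, and the NK cell list came to 1.71 in CIE and 1.44 in Air hypothalamus (exact permutation p = 0.741), too low to decide. A response of brain cells to CIE is an untested alternative.

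Hcrt was higher in CIE male prefrontal cortex. Tissue or reads from hypothalamus could raise it, as Hcrt averaged 565.6 ± 464.6 CPM in male hypothalamus (SD, range 51.0 to 1675) and 45.1 ± 31.8 in male blood. Pmch, another hypothalamic peptide gene, was higher by 0.6533 (exact permutation p = 0.0312, adjusted over 4 genes 0.0623), whereas Oxt (-0.38, exact permutation p = 0.539) and Avp (-0.04, exact permutation p = 0.945) were not. Hcrt itself was also higher in CIE males in amygdala (log2 fold change 0.90, edgeR adjusted p = 0.431) and hypothalamus (1.09, 0.643), without passing. In male blood it changed by -0.29. Pmch moved with Hcrt without passing after adjustment, and Oxt and Avp did not. Whether these genes mark the same part of the hypothalamus was not examined, so Oxt and Avp do not argue against hypothalamic material. Such material and a change in prefrontal cortex cannot be told apart. In the 4 CIE males high in liver transcripts Hcrt averaged 27.3 CPM, and in the other CIE males 19.2.

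The Interferon list moved apart in male blood and brain. The difference between the responses was 0.33 for amygdala, 0.34 for hypothalamus and 0.20 for prefrontal cortex, with a smallest adjusted p of 0.07836 by exact permutation, and mouse to mouse variation cannot be told apart from it, since the smallest p, 0.0238 by exact permutation, did not pass over 6 tests. In females the differences were 0.13, 0.23 and 0.08 (exact permutation p = 0.277, 0.0634 and 0.431). A response of opposite direction in blood and brain was not tested beyond this.

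In the brain, no marker list passed an adjusted p of 0.05. Over the 6 comparisons, CIE minus Air ran from -0.04 to 0.05 for neurons, -0.05 to 0.08 for astrocytes, -0.30 to 0.06 for oligodendrocytes, -0.03 to 0.18 for microglia, 0.02 to 0.10 for endothelial cells and -0.09 to 1.47 for choroid plexus, and over the 5 comparisons in which it was detected, from -0.34 to 0.66 for pituitary. The smallest exact permutation p was 0.00130 for choroid plexus in male hypothalamus (difference 0.67, adjusted 0.0534). Ttr, a choroid plexus gene, differed between sets of mice with neighbouring numbers within a treatment, sets drawn from its values. In hypothalamus it lay between 106.3 and 128.3 CPM in CIE males 1 to 4, at 126.4 in CIE male 5, between 2.46 and 5.47 in Air males 6 to 9, between 43.0 and 107.9 in Air males 10 to 13, between 13.4 and 20.7 in Air males 14 and 15 and between 125.4 and 147.3 in CIE males 16, 18 and 20.

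Other genes led comparisons without passing. Alb (ENSMUSG00000029368.10, chromosome 5 from 90460897 to 90476602) led male amygdala (66.4 ± 77.7 CPM in CIE and 2.62 ± 0.973 in Air, log2 fold change 4.67, edgeR adjusted p = 0.101, DESeq2 2.96e-06, range over the other settings 0.00494 to 0.430). Hspa1b (ENSMUSG00000090877.3, chromosome 17 from 34956436 to 34959238) led male hypothalamus (12.5 ± 4.15 CPM in CIE and 39.2 ± 20.6 in Air, log2 fold change -1.65, edgeR adjusted p = 0.0989, DESeq2 0.000595, range over the other settings 0.00256 to 0.319), below the Air median in 8 of 8 CIE males. For the sex-by-CIE term the smallest adjusted p in blood was 0.0561, for Pex19. ERCC spike-ins exceeded 1% of the reads in 4 libraries of each sex in each brain region, between 1.09% and 1.91%. In female prefrontal cortex, Y-chromosome genes had a median of 14.4 CPM in 8 libraries high in Alb and 0.428 in the other 11. A blood library detected between 14429 and 17459 genes and a brain library between 17617 and 21683.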
